# Extracellular vesicles and their RNA cargo facilitate bidirectional cross-kingdom communication between human and bacterial cells

**DOI:** 10.1080/19490976.2026.2630482

**Published:** 2026-02-20

**Authors:** Laura Gröger, Shusruto Rishik, Nicole Ludwig, Amila Beganovic, Marcus Koch, Stefanie Rheinheimer, Martin Hart, Petra König, Tabea Trampert, Pascal Paul, Annette Boese, Claus-Michael Lehr, Sören L. Becker, Gregor Fuhrmann, Andreas Keller, Eckart Meese

**Keywords:** Extracellular vesicles, EV, communication, cross-kingdom, bacteria, miRNA

## Abstract

While extracellular vesicles (EVs) are established mediators of intra-species signaling, their contribution to cross-kingdom communication remains incompletely understood. Here, we investigate the EV-mediated interactions between human colon epithelial cells and both Gram-positive and Gram-negative gut bacteria. We show that bacterial EVs (BEVs) derived from *Lacticaseibacillus casei*, *Enterococcus faecalis*, and *Proteus mirabilis* induce distinct transcriptomic changes in Caco-2 cells depending on the bacterial species, with up to ~6,000 differentially expressed genes, including *CCL20*, *CXCL8*, or *CXCL10*. Transfection of BEV-derived RNA independently induces a subset of similar effects, indicating that the EV-mediated communication is partially driven by the RNA cargo. Conversely, we demonstrate that bacteria interact with Caco-2-derived EVs and miR-192-5p, which is highly abundant (~36.4-fold higher) in EVs isolated from conditioned medium compared with EVs from unconditioned medium, with modest effects on bacterial growth. Furthermore, we show that lipid-based packaging of miR-192-5p modulates its association with the bacteria. Our findings support a conceptual model in which EVs and their RNA cargo contribute to species-dependent host-microbe interactions. This study introduces a framework for understanding EVs as cross-kingdom regulators and underscores the importance of tailored, context-specific analyses for understanding the scope of EV-mediated interactions in microbiome-host homeostasis and disease.

## Article highlights

- *L. casei*, *E. faecalis,* and *P. mirabilis* produce BEVs, which accumulate within Caco-2 cells upon incubation. *L. casei*-derived BEVs positively affect the viability of Caco-2 cells. Incubation of Caco-2 cells with BEVs leads to changes in the expression of immune response-related genes such as *CCL20*, *CXCL8,* or *CXCL10*.
- BEVs carry RNAs, and the RNA cargo varies between BEVs from the different bacterial species. Comparison of Caco-2 gene deregulation following incubation with BEVs or transfection with BEV-RNA highlights component-specific effects.
- *E. faecalis* shows modestly altered growth in the presence of Caco-2 EVs. MiRNA-192-5p is frequently detected in EVs from Caco-2 cells. *P. mirabilis* interacts with synthetic miR-192-5p, and the interaction of *L. casei* and *E. faecalis* with this miRNA can be altered by lipid-based packaging of the miRNA.

## Introduction

Communication between cells is essential for building and maintaining complex organization in higher organisms. While this communication can occur through direct cell-to-cell contact or by secretion of signaling molecules into extracellular fluids to reach distant recipient cells,^1^ researchers have proposed that extracellular vesicles (EVs) act as versatile and conserved mediators of cell-to-cell communication.^2^ EVs are small membrane-bound particles naturally released into the extracellular space. They are produced by most eukaryotes and prokaryotes and transport various molecules like proteins, lipids, and nucleic acids.^3^ Among various classes of RNAs, mammalian EVs, such as exosomes and microvesicles, are frequently observed to carry microRNAs (miRNAs),^4-6^ which are known to act as important posttranscriptional regulators of gene expression.^7^ Similarly, bacterial EVs (BEVs), such as membrane vesicles (MVs) produced by Gram-positive bacteria or outer membrane vesicles (OMVs) derived from Gram-negative bacteria, have been found to carry different classes of RNAs, although the composition and abundance of RNA cargo can vary significantly depending on the bacterial species and the vesicle biogenesis pathway.^8-11^

While EVs are well established as participants in intra-species communication, more recent evidence suggests that they also actively facilitate cross-kingdom interactions.^2^ Various studies indicate that BEVs can be transferred to eukaryotic cells and modulate host gene expression,^12-14^ with bacterial RNA cargo playing a significant role in the modulation of the host cellular response.^11^^,^^15^^,^^16^ Despite broad agreement on the relevance of BEVs in bacterial-mammalian cross-kingdom communication, key mechanistic aspects remain debated, and the extent to which BEV-associated RNAs contribute to gene regulation in mammalian cells remains incompletely understood. This gap in knowledge is especially relevant given the association of BEVs with human diseases such as inflammatory bowel disease.^17^ It is therefore crucial to gain deeper insights into these communication processes at the highest possible resolution. Furthermore, even in diseases not directly associated with the gut—such as Parkinson’s disease (PD)—changes in the gut microbiome composition are frequently observed,^18^^,^^19^ raising the possibility that BEVs may contribute to disease development and progression. Conversely, several studies showed that human and murine miRNAs can be taken up by bacterial cells and can affect their growth and gene expression.^20-24^ However, the impact of host-derived EVs and their RNA cargo on gut bacteria remains similarly underexplored.

Here, we address this gap by proposing that EVs and their RNA cargo mediate a bidirectional, species-specific molecular dialog, using a model system comprising human colon epithelial cells as well as Gram-positive and Gram-negative gut bacteria. We selected different members of the order Lactobacillales and Enterobacterales, which have been frequently associated with dysbiosis in PD.^25^ *Lacticaseibacillus casei* (*L. casei*) has been associated with anti-inflammatory properties and specific strains are used as probiotics to improve gastrointestinal symptoms in PD patients.^26-28^ *Enterococcus faecalis* (*E. faecalis*) has gained attention due to its ability to metabolize the PD medication levodopa (L-dopa) using bacterial tyrosine decarboxylase, thereby potentially influencing therapeutic efficacy.^29^^,^^30^ Furthermore, oral administration of *Proteus mirabilis* (*P. mirabilis*) isolated from a murine PD model has been observed to cause damage of dopaminergic neurons and stimulate *α*-synuclein aggregation in the colon and brain of mice.^31^ Collectively, these bacterial species cover diverse mechanisms by which they influence PD and can directly interact with the intestinal epithelium. Despite this connection, it remains largely underexplored whether BEVs derived from *L. casei*, *E. faecalis* and *P. mirabilis* and their RNA cargo contribute to the communication between these bacteria and gut epithelial cells.

Here, we systematically dissect the interaction of Caco-2 cells with BEVs from *L. casei*, *E. faecalis*, and *P. mirabilis* as well as the effects of BEVs and BEV-derived RNA on host cell viability and the transcriptome. Conversely, we analyze the miRNA expression profile of Caco-2-derived EVs and explore whether bacteria are able to interact with host-derived EVs and EV-miRNAs. This work reframes EVs as active participants in host-microbiome regulation with potential implications for health and disease.

## Materials and methods

### Bacterial cultures

*L. casei* (DSM 20011) was grown in deMan, Rogosa and Sharpe (MRS) broth (Carl Roth, Karlsruhe, Germany), *E. faecalis* (DSM 20478), and *P. mirabilis* (DSM 4479) were grown in brain heart infusion (BHI) broth (Merck Millipore, Burlington, MA, USA). Bacterial growth was monitored by measuring the optical density (OD) at a wavelength of *λ* = 600 nm or by determining the colony forming units per milliliter (CFU/ml). Liquid cultures were grown statically at 37 °C under ambient atmospheric conditions, starting from an OD of 0.1 until reaching the stationary phase of growth (Supplementary Figure 1A–C).

### Eukaryotic cell culture

Human colon adenocarcinoma cells, Caco-2 (ATCC HTB-37), were maintained in Dulbecco‘s Modified Eagle‘s Medium (DMEM, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% (v/v) fetal calf serum (FCS, Thermo Fisher Scientific, Waltham, MA, USA) and 1% (v/v) non-essential amino acids (NEAA, Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C and 5% CO_2_. Medium was exchanged every 2–3 d, and cells were split once a week. All experiments were conducted using cells at passage 19 ± 5.

### Isolation of proteins from eukaryotic cells

Caco-2 cells were grown in cell culture medium. Medium was exchanged every 2–3 d. After 7 d, the medium was aspirated, cells were washed twice with PBS, and detached using Trypsin-EDTA (Thermo Fisher Scientific, Waltham, MA, USA). Cells were pelleted at 300 x g for 4 min, resuspended in fresh cell culture medium, and counted using the CASY Cell counter & Analyzer (OLS OMNI Life Science GmbH & Co. KG, Bremen, Germany). A total of 6 × 10^6^ cells were transferred into a reaction tube and washed twice with PBS. According to previous protocols,^32^ cells were resuspended in 100 µl RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with complete™ protease inhibitor cocktail (Roche, Mannheim, Germany), sonicated at 10% for 10 × 2 s at intervals of 10 s and incubated overnight at 4 °C. On the following day, samples were centrifuged at 12,000 x g and 4 °C for 10 min. The supernatant was transferred into a new reaction tube and stored at –80 °C.

### BEV isolation and purification

Bacterial cultures were centrifuged to pellet the bacterial cells. Supernatants were sterile-filtered using Millipore® Stericup® Quick Release Vacuum Filtration Systems with PVDF membranes and a pore size of 0.22 µm (*P. mirabilis*) or 0.45 µm (*L. casei* and *E. faecalis*) (Merck Millipore, Burlington, MA, USA) to remove residual bacteria. Filtered supernatants were transferred into 70 ml polycarbonate ultracentrifuge tubes (Beckman Colter, Brea, CA, USA) and centrifuged at 100,000 x g at 4 °C for 2 hours (*L. casei* and *P. mirabilis*) or at 160,000 x g at 4 °C for 3 hours (*E. faecalis*). After ultracentrifugation, the supernatants were discarded, and the pellets from three ultracentrifuge tubes were pooled and resuspended in a total volume of 500 µl filtered PBS (Thermo Fisher Scientific, Waltham, MA, USA). The resuspended pellets were either stored at –80 °C or immediately purified under aseptic conditions via size exclusion chromatography (SEC) using a column packed with 40 ml Sepharose™ CL-2B (Sigma-Aldrich, St. Louis, MO, USA) in PBS. Purification was performed in order to remove free proteins and other small contaminants that could interfere with downstream analyzes. Fractions of 1 ml each were collected, and BEVs consistently eluted in fractions 12–15 (Supplementary Figure 2A–F) as previously reported using similar experimental setups.^33-35^ Collected fractions were stored at –80 °C until further use.

### EV isolation and purification

EVs were isolated from three different conditions. Cell culture supernatant from Caco-2 cells grown in cell culture medium with supplements [Caco-2 (+FCS), conditioned medium] was collected after approximately 72 h of growth on the day of cell passaging (day 7 after seeding). Cells were pelleted at 300 x g for 4 min, and the cell-free supernatant was stored at –80 °C until further processing. For EV isolation from cells grown without supplements [Caco-2 (-FCS)], cells were initially maintained in cell culture medium with supplements for 7 d. Then, the cells were washed twice with PBS, and DMEM (Thermo Fisher Scientific, Waltham, MA, USA) without supplements was added to the cells. After 24 h at 37 °C and 5% CO_2_, the supernatant was collected, fresh DMEM (Thermo Fisher Scientific, Waltham, MA, USA) without supplements was added to the cells, and the supernatant was again collected after additional 24 h. As described above, all supernatants were centrifuged at 300 x g for 4 min to pellet the cells, and the cell-free supernatant was stored at –80 °C.

For EV isolation, cell-free supernatants were thawed at room temperature (RT) and centrifuged at 3,000 x g for 20 min at 4 °C to remove larger particles. In parallel, fresh cell culture medium with supplements [DMEM (+FCS), unconditioned medium] underwent the same centrifugation step to ensure similar initial preparation of both media. The following steps were carried out identically for all EV preparations. Supernatants were carefully transferred into 70 ml polycarbonate ultracentrifuge tubes (Beckman Colter, Brea, CA, USA) and centrifuged at 100,000 x g at 4 °C for 2 hours. After ultracentrifugation, the supernatant was discarded, and EV pellets from three ultracentrifuge tubes were pooled and resuspended in a total volume of 500 µl filtered PBS (Thermo Fisher Scientific, Waltham, MA, USA). For visualization of the interaction of bacteria with EVs, pelleted Caco-2 (-FCS) EVs were resuspended in 200 µl filtered PBS. The resuspended pellets were either stored at –80 °C or directly purified via SEC using a column packed with 40 ml Sepharose™ CL-2B (Sigma-Aldrich, St. Louis, MO, USA) in PBS. As described above, purification was performed in order to remove free proteins and other small contaminants that could interfere with downstream analyzes. Fractions of 1 ml each were collected, and EVs consistently eluted in fractions 13–15 (Supplementary Figure 2G–L). Collected fractions were stored at –80 °C until further use.

### Determination of protein content

Protein concentrations of EV and BEV fractions after purification via SEC, as well as those of the Caco-2 protein extracts, were quantified using the QuantiPro BCA Assay Kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s recommendations.

### Endotoxin quantification

Endotoxin (lipopolysaccharide, LPS) concentrations of *P. mirabilis* OMV and *P. mirabilis* OMV-RNA samples were determined using the Pierce™ Chromogenic Endotoxin Quant Kit (Thermo Fisher Scientific, Waltham, MA, USA). Briefly, 50 µl of each OMV sample and 1 µl of each OMV-RNA sample were used, and the assay was performed according to the manufacturer’s instructions. PBS was used as a reference for determination of the endotoxin concentration in OMV samples, whereas nuclease-free water was used as a reference for determination of the endotoxin concentration in OMV-RNA samples. Results are presented as mean ± standard deviation (SD) of 3−4 independent biological replicates, each representing a separate vesicle or RNA preparation. Endotoxin concentrations were expressed as endotoxin units (EU) per milliliter and converted to nanogram per milliliter (10 EU/ml = 1 ng/ml).

### Determination of particle concentration and size

EV and BEV concentration and size distribution were measured using NanoSight (Malvern Panalytical, Malvern, Worcestershire, UK).^36^ Prior to measurement, samples were diluted with filtered PBS, and 400 µl of the diluted sample was introduced into the measuring chamber. Videos with a length of 30 s were recorded in triplicates with a camera level of 15. Particle concentration and size were calculated by NTA 3.4 software (v3.4.4), with a detection threshold set to 5. The size distribution of EVs and BEVs is presented as mean ± standard error.

### Cryo-transmission electron microscopy (Cryo-TEM)

For cryo-TEM, a 2 µl droplet of the sample was placed on a holey carbon supported copper grid (Plano, Wetzlar, Germany, type S147-4), blotted for 2 s, and vitrified in undercooled liquid ethane using a Gatan (Pleasanton, CA, USA) CP3 plunge-freezer. The frozen hydrated specimen was transferred to a Gatan model 914 cryo-TEM sample holder under liquid nitrogen and visualized using a JEOL (Akishima, Tokyo, Japan) JEM-2100 LaB_6_ TEM at 200 kV accelerating voltage under low-dose conditions (CCD camera Gatan Orius SC1000, 2 s acquisition time).

### Scanning electron microscopy (SEM)

For SEM, overnight cultures of all three bacteria were diluted to an OD of 0.1 with fresh broth in a total volume of 2 ml and grown statically at 37 °C under ambient atmospheric conditions. After 12 h (*E. faecalis* and *P. mirabilis*) or 40 h (*L. casei*) bacteria were fixed with 3% (v/v) glutardialdehyde (Thermo Fisher Scientific, Waltham, MA, USA) for 2 h at RT. Next, the samples were washed with increasing concentrations of ethanol up to 100%, and hexamethyldisilazane (HMDS) (Sigma-Aldrich, St. Louis, MO, USA) was added for the final drying process. HMDS was removed, and the samples were air-dried at RT for several hours.^37^ Dried samples were placed on sticky carbon tapes, and sputter coated with gold using Q150R ES sputter coater (Quorum Technologies Ltd., Laughton, East Sussex, UK). Images were taken with Evo HD 15 (Carl Zeiss Microscopy GmbH, Jena, Germany) and processed using SmartSEM software (v6.09) (Supplementary Figure 1D–F).

### Western blot

EV and cellular marker proteins were analyzed by Western blot. For gel electrophoresis, 15 µg Caco-2 protein extract and 30 µl of each EV sample were mixed with 2x sample buffer (130 mM Tris-HCl, 6% (v/v) SDS, 10% (v/v) 3-mercapto-1, 2-propanediol, 10% (v/v) glycerol). Samples were sonicated 3 × 3 s (40%), incubated on ice for 5 min, then heated at 99 °C for 10 min. After centrifugation at 14,000 rpm and 4 °C for 10 min, supernatants were used for further analysis. Proteins were separated using (4–15%) mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad Laboratories Inc., Hercules, CA, USA) for 30 min at 12 mA, followed by 40 min at 25 mA. Separated proteins were transferred onto a nitrocellulose membrane (GE Healthcare, Chicago, IL, USA) for 2 h at 400 mA. Anti-Calnexin antibody (#2679, RRID:AB_2228381, Cell Signaling Technology, Danvers, MA, USA) and anti-CD81 antibody (#56039, RRID:AB_2924772, Cell Signaling Technology, Danvers, MA, USA) were diluted in 5% (w/v) BSA in 1x TBST (1:800) and used to detect the protein level in Caco-2 protein extracts and EV samples. A secondary anti-rabbit antibody was purchased from Sigma-Aldrich (A0545, RRID:AB_257896). Signals were captured using the ChemiDoc™ Touch Imaging System (Bio-Rad Laboratories Inc., Hercules, CA, USA).

### BEV- and EV-RNA isolation and quality control

Total RNA was isolated from 400 µl BEV or EV fraction with the highest particle concentration using the miRNeasy Serum/Plasma Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions, with minor modifications. During isolation of EV-RNA, 2 µl of 20 µg/µl UltraPure™ Glycogen (Thermo Fisher Scientific, Waltham, MA, USA) was added to the aqueous phase to improve RNA precipitation and increase RNA yield.^38^ Similarly, during BEV-RNA isolation, 2 µl of 20 µg/µl UltraPure™ Glycogen (Thermo Fisher Scientific, Waltham, MA, USA) was added to the aqueous phase, and an additional on-column DNase digestion using the RNA-free DNase Set (Qiagen, Hilden, Germany) was performed to eliminate potential contaminating DNA. BEV-RNA concentration was measured using the Qubit™ RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) to enable accurate quantification of low RNA amounts, and EV-RNA concentration was measured using a NanoDrop™ 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) as a standard method. BEV- and EV-RNA fragments were analyzed using the Agilent RNA 6000 Pico Kit for Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Eukaryotic cell viability and cytotoxicity assay

Cell viability and cytotoxicity were tested after incubation with BEVs or after transfection with BEV-RNA. Caco-2 cells were seeded with a density of 7.5 × 10^4^ cells/well in a 96-well plate and incubated at 37 °C and 5% CO_2_. After 24 h, the medium was aspirated and replaced with 100 µl fresh FCS-free medium, together with 100 µl of either the BEV sample, one of three serial 1:10 dilutions of the BEVs to establish a dose–response relationship, or 0.2 ng/ml *P. mirabilis* LPS (Sigma-Aldrich, St. Louis, MO, USA). Detailed information on particle/cells ratios can be found in Supplementary Table 1. Every experiment included a live-control using cells incubated with filtered PBS, and a dead-control using cells treated with 1% (v/v) Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA).^35^ To test the cell viability after transfection with BEV-RNA, different amounts of BEV-RNA or 5 µl of 1 ng/ml *P. mirabilis* LPS (Sigma-Aldrich, St. Louis, MO, USA) were mixed with the transfection reagent Lipofectamine™ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions and added to the cells along with fresh FCS-free medium to a final volume of 200 µl. Detailed information on BEV-RNA amounts can be found in Supplementary Table 1. Controls included cells incubated with transfection reagent mixed with nuclease-free water (vehicle), and cells treated with 1% (v/v) Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA).

After an additional 24 h or 48 h, cytotoxicity was assessed using the Cytotoxicity Detection Kit (Roche, Mannheim, Germany). Briefly, 100 µl of supernatant was mixed with 100 µl LDH working solution. After incubation at RT for 5 min under mild shaking, the absorbance was measured at a wavelength of *λ* = 490 nm. To further test the viability of the cells, PrestoBlue reagent (Thermo Fisher Scientific, Waltham, MA, USA) was diluted 1:10 with fresh medium. The remaining medium in the 96-well plate was aspirated, and 100 µl of diluted PrestoBlue reagent was added carefully to the cells. After incubation for 20 min at 37 °C, the fluorescence (λEx/λEm 560/590 nm) was measured. Results are presented as mean ± SD of 3−4 independent biological replicates. Statistical significance was calculated in GraphPad Prism 8 (v8.4.3) using a two-tailed unpaired t-test, with *p* < 0.05 considered statistically significant.

### Flow cytometry and confocal laser scanning microscopy (CLSM) of eukaryotic cells

BEVs were labeled according to previous protocols.^39^ In brief, unpurified BEV pellets were incubated with 2 µl (*L. casei*) or 1 µl (*E. faecalis* and *P. mirabilis*) Vybrant™ DiI (Thermo Fisher Scientific, Waltham, MA, USA) for 30 min at 37 °C. Labeled BEVs were purified via SEC using a column packed with 40 ml Sepharose™ CL-2B (Sigma-Aldrich, St. Louis, MO, USA) in PBS to remove free proteins and unbound dye. Based on prior analysis, fractions containing BEVs were collected. 50 µl of each collected fraction was used to measure the fluorescence (λEx/λEm 490/570 nm). The fraction with the highest fluorescence signal was selected for further use.

For flow cytometry, cells were seeded in 48-well plates at 2 × 10^5^ cells/well and incubated at 37 °C and 5% CO_2_. After 24 h, the cell culture medium was aspirated. Stained BEVs or PBS as a control were diluted 1:5 with fresh cell culture medium and added to the cells. After 4 h, 12 h, 24 h, or 48 h, the supernatant was removed, the cells were washed with PBS, and detached using Trypsin-EDTA (Thermo Fisher Scientific, Waltham, MA, USA). Cells were fixed with 4% (v/v) formaldehyde (Thermo Fisher Scientific, Waltham, MA, USA) for 30 min at RT, washed once with PBS, and resuspended in 600 µl PBS. To detect DiI, a laser at 561 nm (PE, Phycoerythrin) was used (BD LSRFortessa™ Cell Analyzer, Becton Dickinson, Franklin Lakes, NJ, USA). A total of 10,000 events per sample was set to be analyzed by BD FACSDiva™ software (v9.0.1) and evaluated by FlowJo™ software (v10.6.0). Results are presented as mean ± SD of 3−4 independent biological replicates.

For CLSM, the cells were seeded in 8-well chamber slides (Thermo Fisher Scientific, Waltham, MA, USA) with a density of 2 × 10^5^ cells/well and incubated at 37 °C and 5% CO_2_. After 24 h, the cell culture medium was aspirated, and stained BEVs or PBS as a control were diluted 1:5 with fresh cell culture medium and added to the cells. After 12 h, 24 h, or 48 h, cells were washed with PBS and fixed with 4% (v/v) formaldehyde (Thermo Fisher Scientific, Waltham, MA, USA) for 20 min at RT. After fixation, cells were either analyzed directly or permeabilized, and unspecific binding sites were blocked using 1% (w/v) bovine serum albumin/0.05% (w/v) saponin for 20 min at RT. F-actin was stained using Alexa Fluor™ 488 Phalloidin (Thermo Fisher Scientific, Waltham, MA, USA) for 20 min, and cell nuclei were stained using 0.5 µg/ml 4′, 6-diamidino-2-phenylindole dihydrochloride (DAPI) (Sigma-Aldrich, St. Louis, MO, USA) for another 20 min at RT.^40^ Wash steps with PBS were performed between the different staining steps. For confocal imaging (Leica TCS SP8 System, Leica Microsystems, Wetzlar, Germany) a laser at 405 nm was used to visualize DAPI, a laser at 488 nm for Alexa Fluor™ 488 Phalloidin, and a laser at 561 nm for DiI. The images were captured and processed using Leica Application Suite X software.

### Transcriptome analysis of eukaryotic cells

Caco-2 cells were seeded in 48-well plates with a density of 1.2 × 10^5^ cells/well and incubated at 37 °C and 5% CO_2_. After 24 h, medium was aspirated, and BEVs or BEV-RNA mixed with transfection reagent Lipofectamine™ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) were added along with fresh medium (Supplementary Table 1). Controls for cells incubated with BEVs included PBS and 0.2 ng/ml *P. mirabilis* LPS (Sigma-Aldrich, St. Louis, MO, USA). Controls for cells transfected with BEV-RNA included 100 ng, 5 ng, or 2 ng of AllStars Negative Control siRNA (ANC) (Qiagen, Hilden, Germany), or 5 µl of 1 ng/ml *P. mirabilis* LPS (Sigma-Aldrich, St. Louis, MO, USA) mixed with Lipofectamine™ 3000 transfection reagent. After 10 h, 24 h, or 48 h, supernatants were aspirated, and the cells were washed once with PBS. Subsequently, the cells were lysed by adding 700 µl Qiazol Lysis Reagent (Qiagen, Hilden, Germany) to each well and stored at –80 °C until RNA isolation. Total RNA was isolated from the Caco-2 cells using the miRNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA concentration was measured using a NanoDrop™ 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and RNA integrity of selected samples was determined using Agilent RNA 6000 Nano Kit for Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

DNA libraries were prepared on the high-throughput MGISP-960 sample preparation system using the MGIEasy rRNA Depletion Kit and MGIEasy RNA Library Prep Set (MGI Tech Co. Ltd., Shenzhen, Guangdong, China) according to the manufacturer’s recommendations. Concentrations of the PCR products were determined using Qubit™ 1x dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). After PCR, different barcoded samples were pooled in equal amounts and circularized to generate single-stranded DNA libraries (ssDNA). The concentration of the ssDNA libraries was measured using Qubit™ ssDNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). DNA nanoballs (DNB) were generated by rolling circle amplification and paired-end sequencing (PE100) was performed using DNBSEQ-G400RS High-throughput Sequencing Reagent Set on a DNBSEQ-G400 instrument (MGI Tech Co. Ltd., Shenzhen, Guangdong, China).

### EV miRNome analysis

DNA libraries were prepared using the MGIEasy smallRNA Library Prep Kit (MGI Tech Co. Ltd., Shenzhen, Guangdong, China) according to the manufacturer’s recommendations. In brief, 100 ng of RNA from conditioned [Caco-2 (+FCS), *n* = 9] or unconditioned [DMEM (+FCS), *n* = 8] medium EVs were used as input. Amplified PCR products were separated using 6% Novex™ TBE gels (Thermo Fisher Scientific, Waltham, MA, USA). The target band from 100 to 120 bp was cut out and PCR products were eluted from the gel and purified by ethanol precipitation.^41^ Concentrations of the PCR products were determined using Qubit™ 1x dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Next, different barcoded samples were pooled in equal amounts and circularized to generate single-stranded DNA libraries (ssDNA). Concentration of the ssDNA libraries was measured using Qubit™ ssDNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). DNA nanoballs (DNB) preparation and single-end sequencing (SE50) was carried out as a service at BGI in Shenzhen, China.

### Measurement of bacterial growth and viability

To assess bacterial growth after incubation with EVs, overnight cultures for all three bacteria were prepared. On the following day, the OD was measured, and cultures were diluted to 0.01 with fresh broth. EVs, two serial 1:10 dilutions of the EVs, which were used to establish a dose–response relationship, or PBS as a control, were diluted 1:1 with bacterial suspension to a total volume of 200 µl. Cultures were grown statically at 37 °C under ambient atmospheric conditions, and growth was monitored by measuring the OD for 36 h or 48 h.

For analysis of bacterial growth and viability after incubation with synthetic miR-192-5p (Eurofins Genomics Germany GmbH, Ebersberg, Germany), overnight cultures for all three bacteria were prepared. On the following day, the OD was measured, and cultures were diluted to 0.01 with fresh broth. Synthetic miR-192-5p was added at 0.5 µM, 2 µM, or 4 µM, or PBS as a control to a total volume of 150 µl. Cultures were grown statically at 37 °C under ambient atmospheric conditions, and growth was monitored by measuring the OD for 36 h or 48 h. Results are presented as mean ± SD of 4 independent biological replicates. Bacterial viability was analyzed after 24 h (*E. faecalis* and *P. mirabilis*) or 40 h (*L. casei*) of growth in the presence of 4 µM synthetic miR-192-5p or 1x siRNA Max Buffer (supplied by Eurofins Genomics Germany GmbH to resuspend the synthetic miR-192-5p) using Live/Dead™ BacLight™ Bacterial Viability Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s recommendations. In brief, bacteria were stained with SYTO™ 9/PI for 15 min at RT, and the fluorescence of SYTO™ 9 (λEx/λEm 485/530 nm) and PI (λEx/λEm 485/630 nm) was measured. The percentage of live bacteria was determined using the adjusted dye ratio equation by Ou et al.^42^.

For analysis of bacterial viability after incubation with liposome (Lipofectamine™ 3000-based lipid complexes)-packaged synthetic miR-192-5p, overnight cultures for all three bacteria were prepared. The OD was measured, and cultures were diluted to 0.01 with fresh broth. Next, 4 µM of synthetic miR-192-5p was mixed with Lipofectamine™ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) and added to a total volume of 150 µl. Controls included bacteria incubated with DMEM, or Lipofectamine mixed with either 1x siRNA Max Buffer (supplied by Eurofins Genomics Germany GmbH to resuspend the synthetic miR-192-5p) or 8 µg polyadenylic acid (Sigma-Aldrich, St. Louis, MO, USA). Bacterial viability was analyzed after 24 h (*E. faecalis* and *P. mirabilis*) or 40 h (*L. casei*) of growth using Live/Dead™ BacLight™ Bacterial Viability Kit (Thermo Fisher Scientific, Waltham, MA, USA) as described above. Results of bacterial viability analyzes are presented as mean ± SD of 4 independent biological replicates. For all comparisons, statistical significance was calculated in GraphPad Prism 8 (v8.4.3) using a two-tailed unpaired t-test, with *p* < 0.05 considered statistically significant.

### Flow cytometry and confocal laser scanning microscopy (CLSM) of bacteria

For analysis of the interaction of bacteria with EVs, vesicles were labeled with PKH26 (Sigma-Aldrich, St. Louis, MO, USA). PKH26 was diluted 1:250 (v/v) in Diluent C. Next, 200 µl unpurified Caco-2 (-FCS) EV pellet was incubated with 200 µl diluted PKH26 for 10 min at RT.^43^ Labeled EVs were purified via SEC using a column packed with 40 ml Sepharose™ CL-2B (Sigma-Aldrich, St. Louis, MO, USA) in PBS to remove free proteins and unbound dye. Based on prior analysis, fractions containing EVs were collected. 50 µl of each collected fraction was used to measure the fluorescence (λEx/λEm 490/570 nm). The fraction with the highest fluorescence signal was used for further experiments. Overnight cultures of all three bacteria were diluted to OD 0.01 with fresh broth and labeled EVs or PBS as a control were mixed 1:1 with bacterial suspension to a total volume of 200 µl and grown statically at 37 °C under ambient atmospheric conditions. As previously described,^44^ after 4 h, 8 h or 24 h, bacteria were stained with SYTO™ 9 for 10 min at 37 °C, fixed with 4% (v/v) formaldehyde (Thermo Fisher Scientific, Waltham, MA, USA) for 10 min at 37 °C, washed once, and resuspended in PBS. 5 µl of each sample was applied on a coverslip together with a drop of fluorescence mounting medium (Agilent Technologies, Santa Clara, CA, USA). For confocal imaging (Leica TCS SP8 System, Leica Microsystems, Wetzlar, Germany) a laser at 488 nm was used to visualize SYTO™ 9, and a laser at 561 nm for PKH26. The images were captured and processed using Leica Application Suite X software.

For analysis of the interaction of bacteria with miRNAs, a Cy3-labeled synthetic miR-192-5p (Eurofins Genomics, Germany GmbH, Ebersberg, Germany) was used. Overnight cultures of all three bacteria were diluted to OD 0.01 with fresh broth, and 4 µM of synthetic miR-192-5p in PBS, DMEM, or mixed with Lipofectamine™ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) was added to a total volume of 150 µl. Controls included bacteria incubated with PBS, DMEM, or Lipofectamine™ 3000 mixed with 1x siRNA Max Buffer (supplied by Eurofins Genomics Germany GmbH to resuspend the synthetic miR-192-5p). As described above, after 4 h, 8 h, 24 h, or 48 h, bacteria were stained with SYTO™ 9 for 10 min at 37 °C, fixed with 4% (v/v) formaldehyde (Thermo Fisher Scientific, Waltham, MA, USA) for 10 min at 37 °C, washed once, and resuspended in PBS. 5 µl of each sample was applied on a coverslip together with a drop of fluorescence mounting medium (Agilent Technologies, Santa Clara, CA, USA). For confocal imaging (Leica TCS SP8 System, Leica Microsystems, Wetzlar, Germany) a laser at 488 nm was used to visualize SYTO™ 9, and a laser at 561 nm for Cy3. The images were captured and processed using Leica Application Suite X software. The remaining sample volume was used for flow cytometry. To detect Cy3, a laser at 561 nm (PE, Phycoerythrin), and to detect SYTO™ 9, a laser at 488 nm (Alexa Fluor 488) was used (BD LSRFortessa™ Cell Analyzer, Becton Dickinson, Franklin Lakes, NJ, USA). A total of 100,000 events (*E. faecalis*) or 200,000 events (*L. casei* or *P. mirabilis*) per sample was set to be analyzed by BD FACSDiva™ software (v9.0.1) and evaluated by FlowJo™ software (v10.6.0). Results are presented as mean ± SD of 4 independent biological replicates. Statistical significance was calculated in GraphPad Prism 8 (v8.4.3) using a two-tailed unpaired t-test, with *p* < 0.05 considered statistically significant.

### Data analysis

Snakepipes pipeline (v2.7.3)^45^ was used to process the paired-end Fastq files. Multiqc (v1.12)^46^ was used to carry out initial QC. STAR (v2.7.10b)^47^ was used to align the reads against GRCh38 using default options. Deduplication was performed with the markdup function from sambamba (v.0.8.0).^48^ FeatureCount from subread (v.2.0.1)^49^ was used to quantify mRNA counts with the parameters -C -Q 10 --primary. The raw counts were used to perform differential expression analysis using DESeq2 (v1.30.1).^50^ Alongside the fold-change values provided by DESeq2, we calculate Cohen's *d* using the variance stabilizing transform normalized counts created by Deseq2. We selected deregulated genes based on an absolute Log2 FC > 1 and an absolute Cohen's *d* > 0.8. The resulting lists were used to calculate gene set overlaps. GeneTrail 3.2^51^ was used for pathway analysis of differentially expressed genes by performing an over-representation analysis (ORA) with the following setting [Null hypothesis (for *p*-value computation): Two-sided; Method to adjust *p*-values: Benjamini-Hochberg; Significance level: 1; Minimal size of category: 1; reference set: all supported genes].

For miRNAs, miRmaster 2.0 pipeline^52^ was used to trim, collapse, and quantify the single-end sequencing Fastq files using miRBase 22.1.^53^ Raw counts were used for differential expression analysis using DESeq2 and *p*-values were adjusted by a Benjamini-Hochberg correction with a false discovery rate (FDR) of 10%. For creating the heatmap, the top 25 most highly variable miRNAs were taken and clustered using ComplexHeatmap package (v2.22.0).^54^ The counts were normalized using reads per million mapped miRNA (rpmmm) for detailed visualization.

Snakemake (v8.2.3),^55^ Python (v3.12.2), matplotlib (v3.9.1),^56^ seaborn (v0.13.2),^57^ upsetplot (v0.9.0), R (v4.0.2), ggplot2 (v3.3.6)^58^ and GraphPad Prism 8 (v8.4.3) were used for calculations and plotting.

## Results

### *Lacticaseibacillus casei*, *Enterococcus faecalis* and *Proteus mirabilis* produce BEVs and Caco-2 cells can interact with the BEVs

To study the effect of BEVs on eukaryotic recipient cells, we first isolated BEVs from bacterial cultures using ultracentrifugation followed by purification of BEVs via SEC. The isolated BEVs were then characterized using nanoparticle tracking analysis (NTA) and cryo-TEM. Analyzing BEVs from each bacterium individually, we found that *L. casei* MVs had a mode size of 140.0 (±15.5) nm (Figure 1A), *E. faecalis* MVs of 117.1 (±7.5) nm (Figure 1B), and *P. mirabilis* OMVs of 115.2 (±7.4) nm (Figure 1C). Additionally, the particle concentration was found to be 2.1 × 10^12^ (±6.4 × 10^11^) particles/ml for *L. casei* MVs, 8.5 × 10^10^ (±8.2 × 10^9^) particles/ml for *E. faecalis* MVs, and 6.4 × 10^10^ (±1.0 × 10^10^) particles/ml for *P. mirabilis* OMVs. Cryo-TEM images of BEVs showed round-shaped particles (Figure 1D–F). Since OMVs from Gram-negative bacteria typically contain LPS,^59^ we additionally quantified the LPS concentration of *P. mirabilis* OMVs, demonstrating that OMVs contained approximately 0.2 ng/ml LPS (Supplementary Figure 3A).

**Figure 1.**
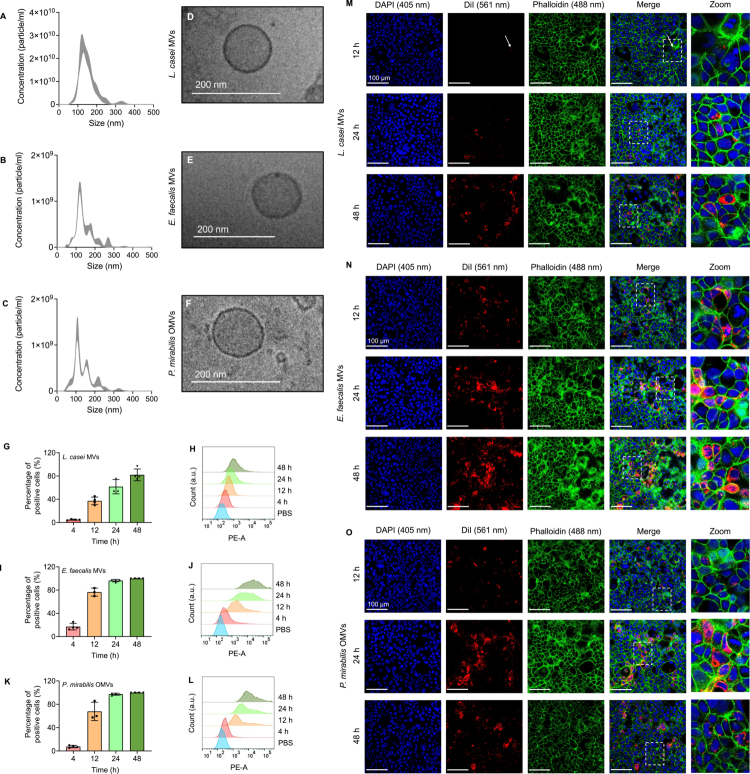
Interaction of Caco-2 cells with BEVs from *L. casei*, *E. faecalis* and *P. mirabilis*. (A–F) Characterization of BEVs. Typical size distribution of purified BEVs from *L. casei* MVs (A), *E. faecalis* MVs (B), and *P. mirabilis* OMVs (C) measured by nanoparticle tracking analysis (NTA). Data are shown as mean ± standard error. Representative cryo-TEM images of *L. casei* MVs (D), *E. faecalis* MVs (E), and *P. mirabilis* OMVs (F) showed round shaped particles. (G–L) Flow cytometry analysis of Caco-2 cells after incubation with DiI-labeled BEVs. Shown is the percentage of DiI-positive cells and representative histograms compared to the control (PBS) after 4 h, 12 h, 24 h, or 48 h incubation with the DiI-labeled BEVs from *L. casei* (G and H), *E. faecalis* (I and J), or *P. mirabilis* (K and L). Results are presented as mean ± standard deviation (SD) from 3−4 independent biological replicates. (M–O) Visualization of the interaction of Caco-2 cells with BEVs cells using CLSM. Caco-2 cells were incubated with DiI-labeled *L. casei* MVs (M), *E. faecalis* MVs (N), or *P. mirabilis* OMVs (O) for 12 h, 24 h, or 48 h. After the incubation, cells were washed, fixed, and permeabilized. F-actin was stained with Alexa Fluor™ 488 Phalloidin, and cell nuclei were stained with DAPI. DAPI was visualized using a laser at 405 nm (blue), Alexa Fluor™ 488 Phalloidin with a laser at 488 nm (green), and DiI with a laser at 561 nm (red). The white arrow indicates an area where weak fluorescence signals for DiI-labeled *L. casei* MVs were detected. Scale bar: 100 µm.

Next, we asked whether Caco-2 cells can interact with BEVs from *L. casei*, *E. faecalis,* and *P. mirabilis.* Using flow cytometry, we found that among the three BEV types, Caco-2 cells incubated with DiI-labeled *L. casei* MVs showed the lowest percentage of fluorescence-positive cells, with a maximum of 82.1 (±10.1) % fluorescent cells after 48 h (Figure 1G and H). In contrast, after 24 h incubation with labeled *E. faecalis* MVs or *P. mirabilis* OMVs, we detected 96.3 (±2.0) % and 97.3 (±1.8) % fluorescent cells (Figure 1I–L). To further assess the localization of DiI-labeled BEVs, we used confocal laser scanning microscopy (CLSM). In accordance with the previous results, we observed only little fluorescent signals for *L. casei* MVs within the cells after 12 h, which increased with extended incubation. In comparison, for cells incubated with *E. faecalis* MVs or *P. mirabilis* OMVs we observed higher fluorescence signals from the particles already after 12 h incubation. The signals intensified over time and appeared to accumulate within the Caco-2 cells (Figure 1M–O). We further observed that washing with PBS during the staining procedure led to a minor removal of fluorescent particles mostly after 12 h of incubation. Accordingly, a slightly higher number of fluorescently labeled particles was detected when cells were analyzed directly after fixation without additional staining and washing steps (Supplementary Figure 4). This suggests that some BEVs may have been bound to the cell surface. However, we did not observe this removal with longer incubation time, which is consistent with the idea of an apparent uptake of the BEVs into the cells.

### BEVs contain distinct RNA amounts and species, and incubation or transfection of Caco-2 cells with BEVs or BEV-RNA display no cytotoxic effects

To investigate whether exposure to BEVs affects the viability of Caco-2 cells, we incubated the cells with different concentrations of BEVs for 24 h or 48 h and performed viability and cytotoxicity assays. None of the BEVs showed a negative impact on cell viability or increased cytotoxicity at any of the concentrations tested (Figure 2A–F). Notably, incubation of Caco-2 cells with *L. casei* MVs resulted in a significant increase (two-tailed unpaired t-test, *p* < 0.01) in cell viability compared to the control (Figure 2A). This effect was not observed with BEVs from the other two bacterial species (Figure 2B and C). Additionally, incubation of Caco-2 cells with LPS from *P. mirabilis* alone did not affect the cell viability (Supplementary Figure 3B and 3C).

**Figure 2.**
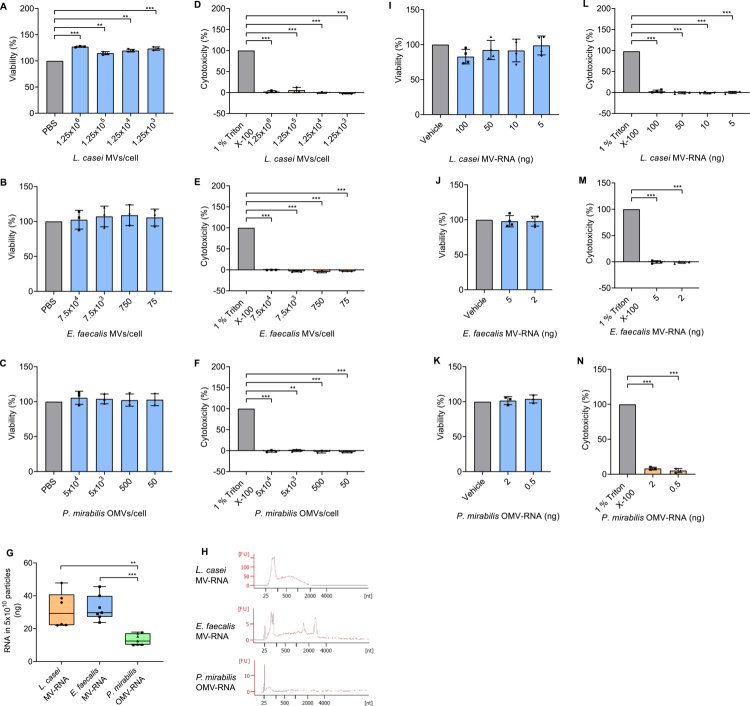
Effects of BEVs and BEV-RNA on Caco-2 cell viability. (A–F) Measurement of cell viability and cytotoxicity after incubation of Caco-2 cells with different concentrations of *L. casei* MVs (A and D), *E. faecalis* MVs (B and E), or *P. mirabilis* OMVs (C and F) for 24 h (*E. faecalis* MVs or *P. mirabilis* OMVs) or 48 h (*L. casei* MVs). 1% Triton X-100 was used as dead control, whereas PBS was used as live control. Results are presented as mean ± SD from 3 independent biological replicates. (G and H) Analysis of BEV-derived RNA. (G) Box-whisker-plots show the RNA amounts isolated from equal BEV sample volumes and subsequently recalculated and normalized to 5 × 10^10^ particles based on NTA-derived particle concentrations. Data represent 6−7 independent RNA preparations. (H) Representative electropherograms shows the size distribution of *L. casei* MV-RNA, *E. faecalis* MV-RNA, and *P. mirabilis* OMV-RNA, analyzed using Agilent RNA 6000 Pico Chip. (I–N) Measurement of cell viability and cytotoxicity after transfection of Caco-2 cells with different amounts of *L. casei* MV-RNA (I and L), *E. faecalis* MV-RNA (J and M), or *P. mirabilis* OMV-RNA (K and N) for 24 h (*E. faecalis* MV-RNA or *P. mirabilis* OMV-RNA) or 48 h (*L. casei* MV-RNA). 1% Triton X-100 was used as dead control, whereas Lipofectamine™ 3000 transfection reagent mixed with nuclease-free water (vehicle) was used as live control. Results are presented as mean ± SD from 3-4 independent biological replicates. Statistical significance was determined using a two-tailed unpaired t-test (*p* < 0.01**, *p* < 0.001***).

Given that BEV-associated RNA was found to modulate the cellular response of host cells,^11^^,^^15^^,^^16^ we asked whether this also applies to RNA derived from *L. casei* MVs, *E. faecalis* MVs or *P. mirabilis* OMVs. We thus isolated and quantified the RNA content of BEVs. RNA was isolated from equal volumes of the BEV samples. Based on NTA-derived particle concentrations, the RNA amount was subsequently recalculated and normalized to 5 × 10^10^ particles. The resulting RNA yield was comparable for *L. casei* MVs with 31.5 (±10.9) ng and *E. faecalis* MVs with 32.6 (±7.6) ng. In contrast, *P. mirabilis* OMVs contained significantly less RNA (two-tailed unpaired t-test, *p* < 0.01) with 13.4 (±3.4) ng RNA in the same number of particles (Figure 2G). Further characterization of RNA species revealed differential cargo composition, with a high proportion of small RNAs (<200 nts) alongside larger RNAs up to approximately 2,000 nts in *L. casei* MVs. *E. faecalis* MVs contained small RNAs, larger RNA fragments, and uniquely ribosomal RNAs. In contrast, *P. mirabilis* OMVs exclusively carried small RNAs (Figure 2H). In summary, our results demonstrate that BEVs isolated from different bacterial species exhibit diverse RNA cargo profiles. We further quantified the LPS concentration in the RNA isolated from *P. mirabilis* OMVs and found that the RNA contained approximately 1 ng/ml LPS (Supplementary Figure 3D).

To assess potential cytotoxic effects of BEV-RNA, Caco-2 cells were transfected with different amounts of BEV-RNA for 24 h or 48 h, followed by viability and cytotoxicity assays. The amounts tested were chosen based on the amount of RNA associated with the BEVs that could potentially be delivered to recipient cells. Consistent with the incubation of BEVs, we did not observe compromised cell viability or increased cytotoxicity at any of the tested amounts of BEV-RNA (Figure 2I–N). Similarly, transfection with *P. mirabilis* LPS alone had no impact on cell viability (Supplementary Figure 3E and 3F).

### The transcriptome of Caco-2 cells changes in response to incubation with BEVs or transfection with BEV-RNA

To examine transcriptomic changes in Caco-2 cells upon exposure with BEVs or BEV-derived RNA, we performed RNA-seq. We incubated Caco-2 cells with the different BEVs or transfected them with BEV-RNA for 10 h, 24 h, and 48 h, with 48 h time point included exclusively for *L. casei* MVs and MV-RNA due to slower interaction of the Caco-2 cells with the MVs, as determined by flow cytometry. Based on our previous results, we optimized the particles/cell ratio (Supplementary Table 1) to ensure sufficient interaction of the cells with BEVs without compromising cell viability. Notably, BEV-RNA used for transfection of Caco-2 cells was always isolated from the same BEV preparations employed in the respective incubation experiment (Figure 3A).

**Figure 3.**
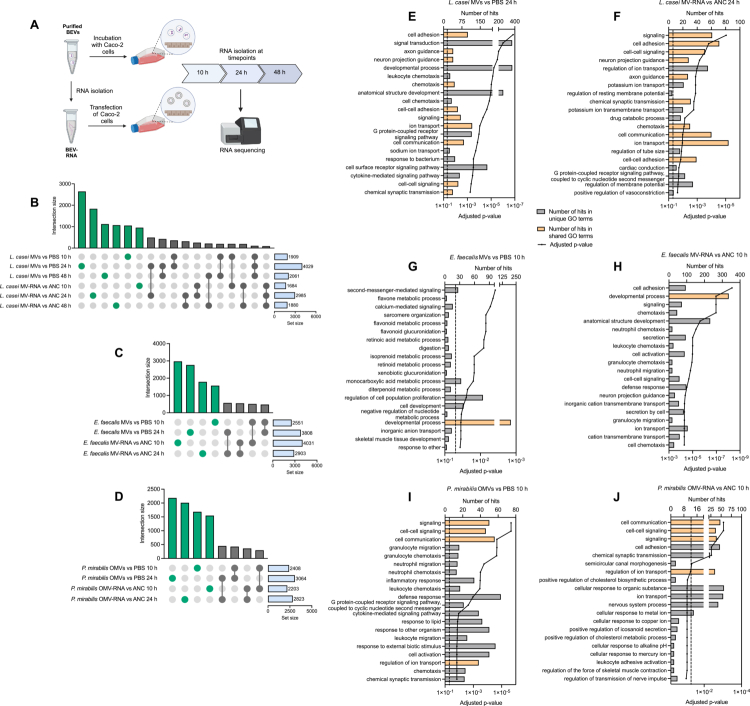
Changes in the gene expression of Caco-2 cells after incubation with BEVs or transfection with BEV-RNA. (A) Illustration of the experimental workflow during transcriptome analysis (Created with BioRender). Caco-2 cells were incubated with BEVs (*L. casei* MVs: 9.4 × 10^5^ particles/cell, *E. faecalis* MVs: 4.7 × 10^4^ particles/cell, *P. mirabilis* OMVs: 3.75 × 10^4^ particles/cell) or transfected with BEV-RNA (*L. casei* MV-RNA: 100 ng, *E. faecalis* MV-RNA: 5 ng, *P. mirabilis* OMV-RNA: 2 ng) for 10 h, 24 h, or 48 h. (B–D) Upset plots show the intersection of differentially expressed genes between the different time points and treatments. (E–J) Differentially expressed genes were used to perform an over-representation analysis (ORA) using GeneTrail 3.2. Displayed are the top 20 Gene Ontology (GO) - biological process in which the differentially expressed genes were enriched in. The dashed line marks the significance level of Benjamini-Hochberg-adjusted *p* = 0.05. Biological processes that showed an enrichment after incubation with BEVs and transfection of BEV-RNA derived from the same bacteria at the same time point are highlighted in orange.

Across a total of 105 samples, we analyzed 3−4 samples for each time point and condition. We sequenced a median of 124 million reads (IQR: 54 million reads), of which a median of 98.2% were mapped. After filtering, we obtained a median of 107 million reads (IQR: 48 million reads). From these we assigned a median of 4.9 million reads (IQR: 2.1 million reads). After quantification, we detected a median of 36,175 genes (IQR: 1086) across the conditions, with a total of 46,395 genes detected across all conditions (Supplementary Table 2).

Following incubation of Caco-2 cells with BEVs, we observed that most of the genes, including protein-coding genes, pseudogenes, and non-coding RNAs like miRNAs, were altered after 24 h incubation (Supplementary Figure 5A–C). Interestingly, after 48 h of incubation with *L. casei* MVs, the total number of differentially expressed genes decreased, even though flow cytometry showed a continuous association of the cells with the MVs. Upon transfection of the Caco-2 cells with *L. casei* MV-RNA and *P. mirabilis* OMV-RNA, we again observed that most genes were altered after 24 h. In contrast, transfection with *E. faecalis* MV-RNA resulted in greater gene deregulation after 10 h compared to 24 h (Supplementary Figure 5D–F). Although we saw a consistent pattern in the overall deregulation after the different treatments and time points, this alone does not clarify whether the same genes were affected. Therefore, we examined the overlaps of differentially expressed genes. While many genes were uniquely deregulated depending on time point or condition, a smaller subset of genes showed shared deregulation across multiple conditions or time points. This suggests that even though the BEVs and BEV-RNA seem to cause a rather short acute deregulation of specific genes, similar events may happen which cause a change in the expression of similar genes (Figure 3B–D).

To identify biological pathways associated with the deregulated genes, we performed an over-representation analysis (ORA) using GeneTrail 3.2.^51^ For cells incubated with *L. casei* MVs for 10 h or 24 h, we found that the deregulated genes were enriched in pathways related to inflammatory response, chemotaxis, and cell adhesion (Figure 3E, Supplementary Figure 6A, Supplementary Table 3). Notably, after 48 h, no significant enrichment of biological processes related to chemotaxis were observed, which could be an indication for an attenuated cellular response to *L. casei* MVs over time. Similarly, we observed that genes deregulated after 24 h of transfection with *L. casei* MV-RNA were enriched in pathways such as chemotaxis and cell adhesion (Figure 3F, Supplementary Figure 6B–D, Supplementary Table 3), indicating that the MV-RNA alone can trigger transcriptional changes in similar pathways as the MVs themselfs. When analyzing the expression of specific genes upon incubation with *L. casei* MVs or transfection with the MV-RNA, we furthermore observed deregulation of genes such as *CCL20*, *CXCL8*, *CXCL10*, *CXCL11, IL1B, and IL6,* as well as *NOD2*, *NLRP1*, *NLRP9*, *TLR3,* and *TLR7* (Supplementary Table 4). In Caco-2 cells incubated with *E. faecalis* MVs, we observed no enrichment in biological processes related to an altered immune response after 10 h and only minor changes in genes related to inflammatory response or cell adhesion after 24 h (Figure 3G, Supplementary Figure 6E, Supplementary Table 3). In contrast, transfection of *E. faecalis* MV-RNA led to distinct transcriptional changes after already 10 h, affecting processes like defense response, cell adhesion, and chemotaxis (Figure 3H, Supplementary Figure 6F, Supplementary Table 3). Thus, it seems that the *E. faecalis* MV-RNA has a strong influence on gene expression of Caco-2 cells. For cells incubated with *P. mirabilis* OMVs for 10 h and 24 h, the differentially expressed genes were again enriched in biological processes including inflammatory response, cell adhesion, and chemotaxis (Figure 3I, Supplementary Figure 6G, Supplementary Table 3). Transfection of *P. mirabilis* OMV-RNA affected a few similar pathways, suggesting that the OMV-RNA alone can induce transcriptional changes. However, the enrichment in biological processes related to inflammatory response was less pronounced (Figure 3J, Supplementary Figure 6H, Supplementary Table 3). Again, when analyzing the expression of specific genes after incubation of the Caco-2 cells with BEVs from *E. faecalis* or *P. mirabilis*, or transfection with their respective BEV-RNA, we observed a deregulation of genes such as *CCL20*, *CXCL8,* or *CXCL11*, as well as *NOD2*, *NLRP1*, *TLR3,* or *TLR7* (Supplementary Table 4). In summary, our results show that both BEVs and BEV-derived RNA are able to cause transcriptomic changes in Caco-2 cells.

Given the presence of LPS in both *P. mirabilis* OMVs and OMV-RNA, we additionally asked to which extent LPS contributes to the observed transcriptomic changes in Caco-2 cells. Our results revealed that incubation or transfection of Caco-2 cells with *P. mirabilis* LPS led to deregulation of genes enriched in biological processes that were rather dissimilar to those observed after treatment with *P. mirabilis* OMVs or OMV-RNA (Supplementary Figure 7). We further investigated the expression of specific immune response-related genes following incubation or transfection with *P. mirabilis* OMVs or OMV-RNA compared with LPS. Notably, genes such as *CCL20*, *CXCL8*, and *CXCL10* were strongly upregulated after incubation with OMVs for 10 h or 24 h. After incubation with LPS from *P. mirabilis*, the expression of these genes remained mostly unchanged or did not show the same strong upregulation (Supplementary Table 5). Additionally, transfection of Caco-2 cells with OMV-RNA led to stronger changes in the expression of genes like *CX3CL1, IL1B,* or *TLR3*, compared to cells transfected with LPS from *P. mirabilis* (Supplementary Table 5). In summary, our results indicate that *P. mirabilis* OMVs and OMV-RNA can cause transcriptional changes in the Caco­2 cells that are largely independent from the effects caused by LPS alone.

### Bacteria show interaction with Caco-2 derived EVs and altered bacterial growth

In the following, we examined whether bacteria can interact with Caco-2-derived EVs and how this affects their growth. To prevent influences by FCS-derived EVs, we used EVs from Caco-2 cells that were cultured in FCS-free medium. The isolated Caco-2 (-FCS) EVs had a mode size of 121.2 (±6.1) nm and a concentration of 1.2 × 10^11^ (±2.7 × 10^10^) particles/ml (Figure 4A and B). Notably, we observed that *E. faecalis* cultivated in the presence of 1 × 10^10^ Caco-2 EV displayed a prolonged stationary phase, as inferred from OD measurements, prior to entering death phase. In contrast, the growth of *L. casei* remained unaffected when cultivated in the presence of different amounts of Caco-2 EVs. Likewise, we initially detected no effect of the EVs on the growth for *P. mirabilis*. However, after 36 h, bacterial growth was notably reduced in cultures cultivated with Caco-2 EVs (Figure 4C–E). To further explore the interaction of bacteria with eukaryotic EVs, we cultivated them with PKH26-labeled Caco-2 EVs and assessed the localization using CLSM. For *L. casei* and *P. mirabilis*, only weak fluorescence signals for the labeled EVs were detected in proximity to the bacteria. In contrast, for *E. faecalis*, we observed a more frequent association of labeled EVs in the vicinity or co-localizing with the bacterial cells (Figure 4F–H).

**Figure 4.**
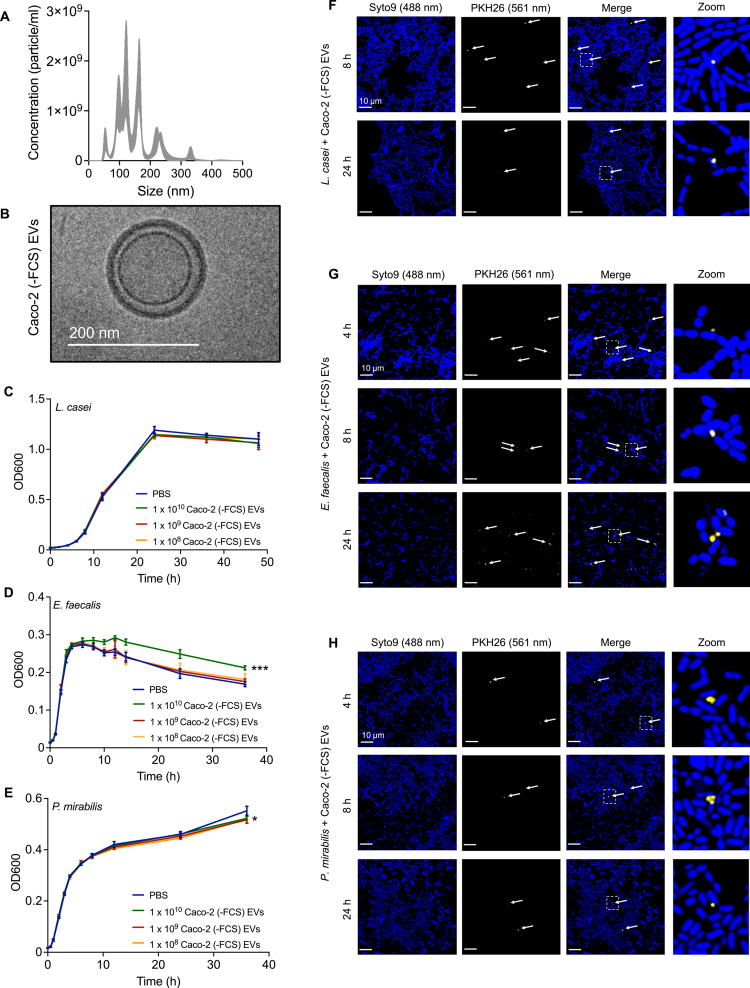
Interaction of *L. casei*, *E. faecalis* and *P. mirabilis* with Caco-2 EVs. (A and B) Characterization of Caco-2 EVs. (A) Typical size distribution of purified Caco-2 (-FCS) EVs measured by NTA. The size distribution is presented as mean ± standard error. (B) Representative cryo-TEM images of Caco-2 (-FCS) EVs showed round shaped particles. (C–E) Growth of *L. casei* (C), *E. faecalis* (D), and *P. mirabilis* (E) in the presence of different amounts of Caco-2 (-FCS) EVs or PBS as a control over a period of 48 h or 36 h at 37 °C. Results are presented as mean ± SD from 4 independent biological replicates. (F–H) Visualization of the interaction of *L. casei* (F), *E. faecalis* (G) or *P. mirabilis* (H) with Caco-2 (-FCS) EVs. Bacteria were incubated for 4 h, 8 h or 24 h with PKH26-labeled Caco-2 (-FCS) EVs. After incubation, bacteria were stained with SYTO™ 9 and fixed. SYTO™ 9 was visualized using a laser at 488 nm, and PKH26 with a laser at 561 nm. For better illustration, the bacteria are shown in blue, and EVs are displayed in yellow. The white arrows indicate areas where PKH26-labeled Caco-2 (-FCS) EVs were detected. Scale bar: 10 µm. Statistical significance was determined using a two-tailed unpaired t-test (*p* < 0.05*, *p* < 0.001***).

### EVs from conditioned and unconditioned media exhibit distinct miRNA expression profiles

Moreover, we investigated which miRNAs are released from Caco-2 cells within EVs. To distinguish between miRNAs derived from Caco-2 EVs and FCS-EV, we first isolated EVs from Caco-2 cells cultured in FCS-containing medium and, in parallel, from the same FCS-containing medium itself. Caco-2 (+FCS) EVs had a mode size of 123.1 (±10.4) nm and a concentration of 1.1 × 10^11^ (±2.8 × 10^10^) particles/ml. DMEM (+FCS) EVs displayed a similar size of 117.4 (±6.9) nm and concentration of 7.4 × 10^10^ (±1.3 × 10^10^) particles/ml (Figure 5A–D). By using western blot analysis, we confirmed the presence of EV marker and absence of cellular marker (Supplementary Figure 8).

**Figure 5.**
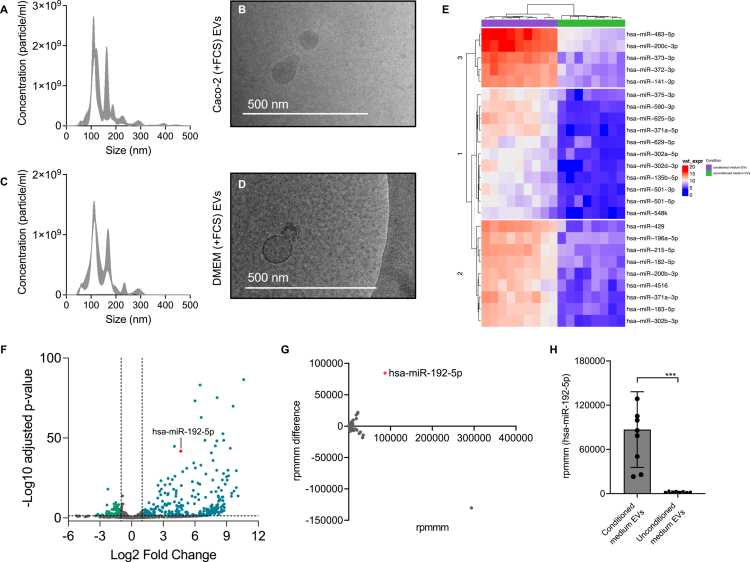
miRNA expression profiles of conditioned and unconditioned medium EVs. (A–D) Characterization of Caco-2 EVs and DMEM EVs. Typical size distribution of purified Caco-2 (+FCS) EVs (A) and DMEM (+FCS) EVs (C) measured by NTA. The size distribution is presented as mean ± standard error. Representative cryo-TEM images of Caco-2 (+FCS) EVs (B) and DMEM (+FCS) EVs (D) showed round-shaped particles. (E–H) Analysis of smallRNA seq data. (E) Hierarchically clustered heatmap of top 25 miRNAs with the highest variance. (F) Scatter plot of differentially expressed miRNAs. The x-axis shows the Log2 fold change, and the y-axis shows the -Log10 of the Benjamini-Hochberg-adjusted *p*-value. Each dot represents a single miRNA. Displayed in green are miRNAs whose expression is significantly (*p* < 0.05) and at least two-fold reduced (Log2 fold change < –1) in the EVs from the conditioned medium. Displayed in blue are miRNAs whose expression is significantly (*p* < 0.05) and at least two-fold increased (Log2 fold change > 1) in the EVs from the conditioned medium. MiR-192-5p is displayed in red. (G) Scatter plot of the miRNA abundance in EVs from conditioned and unconditioned medium. The x-axis shows the rpmmm, and the y-axis shows the rpmmm difference. Each dot represents a single miRNA. An rpmmm difference < 0 indicates a lower abundance, an rpmmm difference > 0 indicates a higher abundance of the respective miRNA in EVs from the conditioned medium. MiR-192-5p is displayed in red. (H) The rpmmm of miR-192-5p in EVs from conditioned and unconditioned medium. Results are presented as mean ± SD from 8-9 independent biological replicates. Statistical significance was determined using a two-tailed unpaired t-test (*p* < 0.001***).

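The EV miRNAs were measured by small RNA sequencing of EVs from medium in which Caco-2 cells, a human colon adenocarcinoma line that becomes enterocyte-like in culture, had grown (conditioned medium, n = 9 libraries), and of EVs from the same medium without contact to cells (unconditioned medium, n = 8 libraries). Both media contained FCS, which brings EVs and miRNAs of calf blood, so EVs from unconditioned medium give the background of fresh serum. That medium went fresh to EV isolation, while conditioned medium had been incubated with cells and stored frozen (the paper's methods). Incubation and storage thus go with the condition and cannot be told apart from contact with cells. Mature miRNAs with the same sequence in cattle and human are counted under the human name, and no bovine reference was used. The legend of Figure 5 gives 8-9 independent biological replicates. The library labels carry FL1, FL2 or FL3 and a number from 1 to 3 in both conditions, with 1 library fewer for FL3 in unconditioned medium, and the columns of the count table carry 12, 13 and 14 in place of these numbers. What FL and the numbers stand for, such as cultures, isolations or EV fractions, is not given in the sources used here, so n, SD and the tests take the libraries as independent, as the legend states. If libraries of the same FL label came from 1 culture, n would be 3 per condition, for which an exact permutation test cannot go below 0.1. With counts summed by FL label and condition, edgeR called 181 miRNAs higher and 60 lower. The authors quantified single-end reads with miRMaster 2.0 against miRBase 22.1, and the values used here were the counts per mature miRNA before normalization. Total counts ranged from 604448 to 11374844 (median 1876363) in conditioned medium and from 1719024 to 14542486 (median 4857279) in unconditioned medium. The 6 libraries labelled FL1 had a median of 10336960 counts, and the 3 FL2 libraries of conditioned medium held at most 784312 counts. The erythroid miRNAs miR-451a, miR-144-3p, miR-144-5p and miR-486-5p, which are abundant in red blood cells, made up 44.1% ± 4.55 (SD, n = 3) of the counts in conditioned medium and 42.5% ± 4.01 (SD, n = 3) in unconditioned medium in the FL1 libraries. Their share was 29.0% ± 12.8 against 52.9% ± 4.55 (SD, n = 3 each) in the FL2 libraries. In the FL3 libraries it was 25.5% ± 10.9 (SD, n = 3) against 48.1% ± 3.50 (SD, n = 2). The conditions were compared with the quasi-likelihood test of edgeR after TMM scaling, over the 447 miRNAs that its filter on low counts kept, and an miRNA was called higher or lower at an adjusted p under 0.05 and a log2 FC beyond 1 in either direction. Values per miRNA are given in rpmmm, the unit of the paper, as the count over the total count of the library in the table, with exact two-sided permutation tests over all 24310 splits of the libraries into 9 and 8.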

Using smallRNA-seq, we then sequenced miRNAs isolated from Caco-2 (+FCS) EVs (conditioned medium) and compared it to the miRNA expression profile of DMEM (+FCS) EVs (unconditioned medium). Performing hierarchical clustering, we found a discernible clustering pattern based on whether EVs were isolated from conditioned or unconditioned medium (Figure 5E). 

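The 25 miRNAs with the highest variance over the libraries were the 25 of Figure 5E, and all 25 were called higher in EVs from conditioned medium. They included miR-302b-3p and miR-371a-3p of clusters active in pluripotent stem cells, miR-429 of the epithelial miR-200 family, and miR-135b-5p and miR-590-3p. miR-302b-3p was at 909 ± 515 rpmmm (SD, n = 9) in conditioned medium and at 2.86 ± 4.38 rpmmm (SD, n = 8) in unconditioned medium. miR-371a-3p was at 1616 ± 1378 rpmmm (SD, n = 9) and at 4.14 ± 3.69 rpmmm (SD, n = 8). miR-590-3p had a log2 FC of 7.90 (SE 0.52, adjusted p = 4.4e-11 from edgeR), miR-135b-5p of 7.37 (SE 0.67, adjusted p = 6.9e-09 from edgeR) and miR-501-3p of 8.32 (SE 0.62, adjusted p = 2.7e-10 from edgeR). miR-629-5p had a log2 FC of 5.14 (SE 0.96, adjusted p = 0.00012 from edgeR) and miR-4516 of 5.62 (SE 0.76, adjusted p = 1.9e-06 from edgeR). On variance stabilized values of these 25 miRNAs, with Euclidean distance and complete linkage, all 17 libraries fell into the cluster of their own condition. The median distance was 5.27 (2.57 to 11.6) between libraries of the same condition, over 64 pairs, and 29.2 (20.2 to 34.6) between conditions, over 72 pairs. The mean silhouette by condition was 0.795 (exact permutation of the condition labels, p = 4.1e-05, the smallest p that these splits can give). Without the miRNAs called higher, the 25 most variable of the rest placed 17 of 17 libraries with their condition, at a silhouette of 0.201 (exact permutation p = 0.00066). The miRNAs called lower stayed in this pool, which was defined by calls made with the condition labels. This grouping is therefore not independent support for a separation by condition. With 1 minus the Pearson correlation as distance, 10 of 17 libraries were in the cluster of their condition, since the tree then split into 16 libraries and 1.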

Differential expression analysis identified a total of 716 miRNAs in EVs from both conditions (Supplementary Table 6). 

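Among the most abundant miRNAs in EVs from both media were some that were called in neither direction. miR-26a-5p, a broadly expressed miRNA, was at 34838 ± 7114 rpmmm (SD, n = 9) in conditioned medium and at 49119 ± 10885 rpmmm (SD, n = 8) in unconditioned medium. Its log2 FC was −0.98 (SE 0.22, adjusted p = 0.0007 from edgeR), short of the fold required for a call, and 0.19 with the erythroid miRNAs as library size. miR-191-5p, which is found in most tissues, was at 28135 ± 2661 rpmmm (SD, n = 9) and at 37591 ± 4486 rpmmm (SD, n = 8). Its log2 FC of −0.94 (SE 0.18, adjusted p = 0.00014 from edgeR) was also short of a call, and was 0.35 with the erythroid miRNAs as library size. At least 1 count was found for 1143 of the 2656 miRNAs in the table, of which 689 were counted in EVs from both media, 405 in conditioned medium alone and 49 in unconditioned medium alone. A count in 1 condition alone does not show absence from the other at these depths. Per library, 451 to 808 miRNAs (median 576) were detected in conditioned medium and 387 to 577 (median 453.5) in unconditioned medium, and 266 miRNAs were detected in every library. Of the 447 miRNAs tested, 250 were called neither higher nor lower, and these held 59.2% ± 9.79 (SD, n = 9) of the rpmmm in conditioned medium and 71.6% ± 3.22 (SD, n = 8) in unconditioned medium. miR-1305, miR-548b-3p and miR-1285-5p, chosen after their values were seen, had no count in any library of unconditioned medium. Against a floor of 3 counts over that group, 0.0606 rpmmm, they were at least 519-fold, 311-fold and 156-fold higher in conditioned medium, a bound that covers counting error only.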

Notably, 252 miRNAs were significantly upregulated (Log2 FC > 1; *p* < 0.05) in EVs from conditioned medium, suggesting that these miRNAs are likely secreted by Caco-2 cells. Conversely, 74 miRNAs were significantly downregulated (Log2 FC < –1; *p* < 0.05) in EVs from conditioned compared with unconditioned medium, making an origin from Caco-2 cells highly unlikely (Figure 5F). 

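The miRNAs higher in EVs from conditioned medium included most or all tested members of 4 groups that are typical of epithelial or stem cells. All 11 tested miRNAs of the pluripotency clusters, that of miR-302 and that of miR-371a to miR-373, which are expressed in embryonic stem cells, were higher, with a median log2 FC of 7.83 (adjusted p = 1.0e-09 from limma's camera, adjusted p = 0.057 with an estimated correlation). All 8 tested arms of the miR-200 family, which hold down the mesenchymal regulators ZEB1 and ZEB2 in epithelia, were higher, with a median log2 FC of 6.09 (camera adjusted p = 1.3e-06, adjusted p = 0.057 with an estimated correlation, both from limma). The cluster of miR-183, miR-96 and miR-182, of epithelial and sensory cells, was higher in 4 of 4 tested arms, with a median log2 FC of 6.23 (camera adjusted p = 0.0023, adjusted p = 0.113 with an estimated correlation, both from limma). Of 9 miRNAs of the intestinal epithelium, 8 were higher, with a median log2 FC of 4.35 (camera adjusted p = 2.1e-05, adjusted p = 0.092 with an estimated correlation, both from limma), and miR-552-5p was the exception with a log2 FC of 2.37 (adjusted p = 0.17 from edgeR). Adjusted over the list alone, the numbers higher were the same 11, 8, 4 and 8. miR-371a-5p of the stem cell cluster on chromosome 19 of GRCh38 (MIR371A, 53787675 to 53787741) had the largest log2 FC of the miRNAs named here, 10.34 (SE 0.59, adjusted p = 7.1e-12 from edgeR). It was at 660 ± 267 rpmmm (SD, n = 9) in conditioned medium and at 0.343 ± 0.326 rpmmm (SD, n = 8) in unconditioned medium, where it had 14 counts in all. miR-302d-3p had a log2 FC of 8.48 (SE 0.72, adjusted p = 2.5e-09 from edgeR) and miR-302a-3p, with 8 counts in unconditioned medium, of 8.98 (SE 0.78, adjusted p = 2.5e-09 from edgeR). miR-200c-3p, whose gene lies with that of miR-141 on chromosome 12 (MIR200C, 6963699 to 6963766) within the lncRNA MIR200CHG, had a log2 FC of 6.33 (SE 0.36, adjusted p = 7.1e-12 from edgeR). miR-141-3p was at 3253 ± 1213 rpmmm (SD, n = 9) against 36.4 ± 20.8 rpmmm (SD, n = 8). miR-182-5p was at 1311 ± 658 rpmmm (SD, n = 9) against 24.2 ± 15.2 rpmmm (SD, n = 8). Outside these groups, miR-625-5p had a log2 FC of 9.39 (SE 0.59, adjusted p = 2.1e-11 from edgeR) and miR-548k, with 9 counts in unconditioned medium, of 8.76 (SE 0.95, adjusted p = 9.7e-08 from edgeR). In all, 133 miRNAs were called higher. Among all 447 tested miRNAs, every conditioned library lay above every unconditioned library in 96, all of them called higher, and below in 7, where chance gives 0.0082% of unselected miRNAs in either direction if libraries are exchangeable. Together the 133 miRNAs held 25.3% ± 13.3 (SD, n = 9) of the rpmmm in conditioned medium and 1.21% ± 0.20 (SD, n = 8) in unconditioned medium. Beside this, the erythroid miRNAs held 32.9% ± 12.2 (SD, n = 9) of the rpmmm in conditioned medium and 47.8% ± 5.95 (SD, n = 8) in unconditioned medium. The lists were drawn up after the paper's Supplementary Table 6 and Figure 5, made from these libraries, had been seen, so their direction is not independent evidence. Higher calls made up 67.5% of all calls with TMM scaling, 89.0% (161 higher, 20 lower) with library size only, 46.8% (118 higher, 134 lower) with the upper quartile, 99.5% (208 higher, 1 lower) with the erythroid miRNAs as library size and 81.7% (557 higher, 125 lower) without the low-count filter. The median log2 FC of all tested miRNAs was −0.08 with TMM, 0.49 with library size only, −0.67 with the upper quartile and 1.33 with the erythroid miRNAs as library size, so fold changes are relative to the scaling. The 133 miRNAs all remained called higher with DESeq2 size factors, with library size only and with the erythroid miRNAs as library size, while 118 of them did with the upper quartile and 122 without the low-count filter.

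**Figure D1:**
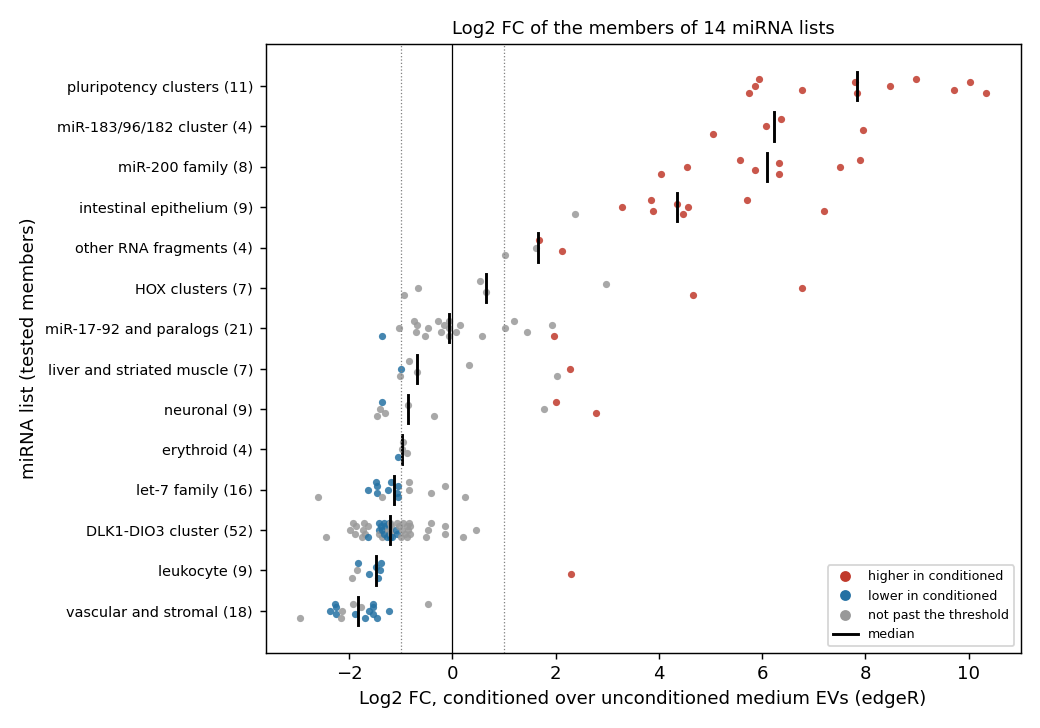
Log2 FC from edgeR with TMM scaling (x axis, conditioned over unconditioned medium EVs) of the tested members of the 14 lists with tested members, 1 dot per miRNA, red where higher, blue where lower and grey where not called, with a black bar at the median and dotted lines at the fold required for a call. The medians run from −1.83 for the vascular and stromal list to 7.83 for the pluripotency clusters, and the negative medians of the miR-17-92, let-7, neuronal and liver and muscle lists turn positive with the erythroid miRNAs as library size, that of miR-17-92 also with library size only and with DESeq2 size factors.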

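The miRNAs lower in EVs from conditioned medium included many of vascular and stromal cells, leukocytes, the imprinted DLK1-DIO3 cluster and the let-7 family. Of 18 vascular and stromal miRNAs, 12 were lower and none was higher, with a median log2 FC of −1.83 (camera adjusted p = 1.6e-05, adjusted p = 0.168 with an estimated correlation, both from limma). miR-143-3p, a smooth muscle miRNA whose gene lies in an exon of the lncRNA CARMN on chromosome 5 (149428918 to 149429023), was at 3210 ± 1196 rpmmm (SD, n = 9) in conditioned medium and at 11456 ± 2389 rpmmm (SD, n = 8) in unconditioned medium. Its log2 FC was −2.28 (SE 0.29, adjusted p = 8.7e-07 from edgeR), the most negative of those that the naming rule took by size. miR-199a-3p and miR-199b-3p, stromal miRNAs with the same mature sequence whose reads cannot be told apart, had a log2 FC of −1.54 each (SE 0.26, adjusted p = 3.4e-05 from edgeR). Both are counted among the 12 lower, although they do not stand for separate reads. miR-126-3p of endothelial cells had a log2 FC of −1.45 (SE 0.29, adjusted p = 0.00023 from edgeR). Of 9 leukocyte miRNAs, 6 were lower (7 adjusted over the list alone) and 1, miR-146a-5p, an NF-κB target in immune and other cells, was higher with a log2 FC of 2.30 (SE 0.31, adjusted p = 1.6e-06 from edgeR). The median log2 FC of this list was −1.48 (camera adjusted p = 0.017, adjusted p = 0.246 with an estimated correlation, both from limma). miR-142-3p of blood cells was at 5920 ± 3067 rpmmm (SD, n = 9) against 12229 ± 760 rpmmm (SD, n = 8), and miR-150-5p of lymphocytes had a log2 FC of −1.83 (SE 0.42, adjusted p = 0.00084 from edgeR). In the DLK1-DIO3 cluster 16 of 52 miRNAs were lower (15 adjusted over the list alone) and none was higher, with a median log2 FC of −1.21 (camera adjusted p = 8.8e-07, adjusted p = 0.246 with an estimated correlation, both from limma). Of its members, miR-127-3p had a log2 FC of −1.33 (SE 0.29, adjusted p = 0.00056 from edgeR) and miR-376b-3p of −1.17 (SE 0.27, adjusted p = 0.00087 from edgeR). In the let-7 family, which accumulates with differentiation, 9 of 16 were lower and none was higher, with a median log2 FC of −1.14 that was 0.01 with the erythroid miRNAs as library size (camera adjusted p = 0.0006, adjusted p = 0.246 with an estimated correlation, both from limma). let-7d-5p was at 4774 ± 1363 rpmmm (SD, n = 9) against 9464 ± 2466 rpmmm (SD, n = 8). Adjusted over the list alone, 12 vascular and stromal and 9 let-7 miRNAs were lower. With the condition alone in the model, TMM scaling and the low-count filter, no list kept its camera call with an estimated correlation, while the pluripotency clusters kept it with FL label and number as a block (adjusted p = 0.021 from limma). In all, 64 miRNAs were called lower, of which 6 had every conditioned library below every unconditioned library. They held 15.2% ± 4.19 (SD, n = 9) of the rpmmm in conditioned medium and 27.1% ± 3.31 (SD, n = 8) in unconditioned medium. Without the 6 libraries numbered 1, 33 were called lower. With all 17 libraries, 16 were lower in a test against a log2 FC of 1 in size (edgeR's glmTreat). With library size only the numbers lower were 8 for the vascular and stromal list, 3 for leukocytes, 2 for DLK1-DIO3 and 1 for let-7, and with the erythroid miRNAs as library size 1 for the vascular and stromal list and 0 for the other 3 lists, with 1 let-7 miRNA higher. With the upper quartile they were 16, 7, 30 and 12 in the same order. Of the 64, 20 remained called with library size only and 1 with the erythroid miRNAs as library size, where 51 still had a log2 FC below 0.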

To further identify miRNAs that are most likely secreted in EVs by Caco-2 cells, we determined how often a given miRNA was read in relation to 1,000,000 reads (rpmmm, reads per mapped million miRNAs). Among these miRNAs, we identified miR-192-5p, which displayed a 36.4-fold increased abundance in the EVs from conditioned medium, with an rpmmm of 86,918.6 (±51,338.3) compared to an rpmmm of 2,385.1 (±702.0) in EVs from unconditioned medium (Figure 5G and H), suggesting its potential relevance in Caco-2 EV-mediated signaling.

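Next to miR-192-5p, the largest gains in mean rpmmm in EVs from conditioned medium were those of miR-483-5p, miR-378a-3p, miR-200c-3p and miR-21-5p. miR-483-5p, encoded in an intron of the growth factor gene IGF2 on chromosome 11 (MIR483, 2134134 to 2134209), was at 21976 ± 11435 rpmmm (SD, n = 9) in conditioned medium and at 159 ± 91.8 rpmmm (SD, n = 8) in unconditioned medium, a difference of 21816 rpmmm. miR-200c-3p was at 17937 ± 8805 rpmmm (SD, n = 9) against 141 ± 67.7 rpmmm (SD, n = 8). miR-373-3p, a stem cell miRNA of the miR-371-373 cluster, was at 7420 ± 4402 rpmmm (SD, n = 9) against 43.2 ± 32.2 rpmmm (SD, n = 8). miR-378a-3p and miR-21-5p were chosen after their values were seen. miR-378a-3p, from an intron of the metabolic coactivator gene PPARGC1B, was at 21309 ± 11503 rpmmm (SD, n = 9) against 1192 ± 608 rpmmm (SD, n = 8; exact permutation p = 0.00021), with 1 unconditioned library, FL2_3, apart from the rest at 2582 rpmmm. miR-21-5p, an miRNA raised in many tumours, was at 18086 ± 7581 rpmmm (SD, n = 9) against 6251 ± 2043 rpmmm (SD, n = 8; exact permutation p = 0.00037), with 7 of 9 conditioned libraries above all unconditioned libraries and unconditioned FL1_2 apart at 11137 rpmmm. The most negative differences were −130251 rpmmm for miR-451a, −18330 rpmmm for miR-144-3p and −14281 rpmmm for miR-26a-5p, for which unconditioned FL1_2 stood apart at 72727 rpmmm. Because rpmmm are shares of a fixed total, a gain in some miRNAs lowers the rpmmm of all others.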

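miR-192-5p, which is abundant in intestinal and liver epithelium, was at 86919 ± 51338 rpmmm (SD, n = 9) in EVs from conditioned medium and at 2385 ± 702 rpmmm (SD, n = 8) in EVs from unconditioned medium. The ratio of the means was 36.4 (exact two-sided permutation test, p = 0.00033, adjusted p = 0.00069 over 76 miRNAs tested this way). All 9 conditioned libraries, at 23089 to 185094 rpmmm, lay above all 8 unconditioned libraries, at 1628 to 3485 rpmmm. The counts behind these values were 47502 to 294508 per library in conditioned medium and 5991 to 23678 in unconditioned medium. Its gene, MIR192, lies on the minus strand of chromosome 11 of GRCh38 from 64891137 to 64891246, in an exon of the lncRNA MIR194-2HG (GENCODE 44). The mature sequence, CTGACCTATGAATTGACAGCC in DNA letters, lies from 64891203 to 64891223. Among the FL1 libraries the ratio was 19.2, at 33120 ± 15013 rpmmm against 1728 ± 105 rpmmm (SD, n = 3 each). In the FL2 libraries it was 41.7, at 121070 ± 56426 rpmmm against 2905 ± 571 rpmmm (SD, n = 3 each). The FL3 libraries gave 41.1, at 106566 ± 21522 rpmmm (SD, n = 3) against 2590 ± 765 rpmmm (SD, n = 2). By library number the ratios were 43.7, 37.8 and 26.8. A test of whether the change differed between the FL sets gave an adjusted p of 0.634 (edgeR). The ratio was 22.1 on TMM-scaled counts (CPM) and 78.2 per erythroid miRNA count. From their higher level in conditioned medium the paper proposes that such miRNAs were secreted by Caco-2 cells, for those lower it reasons that an origin from these cells is highly unlikely, and from the rpmmm of miR-192-5p it proposes a relevance of this miRNA in signaling by Caco-2 EVs.

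**Figure D2:**
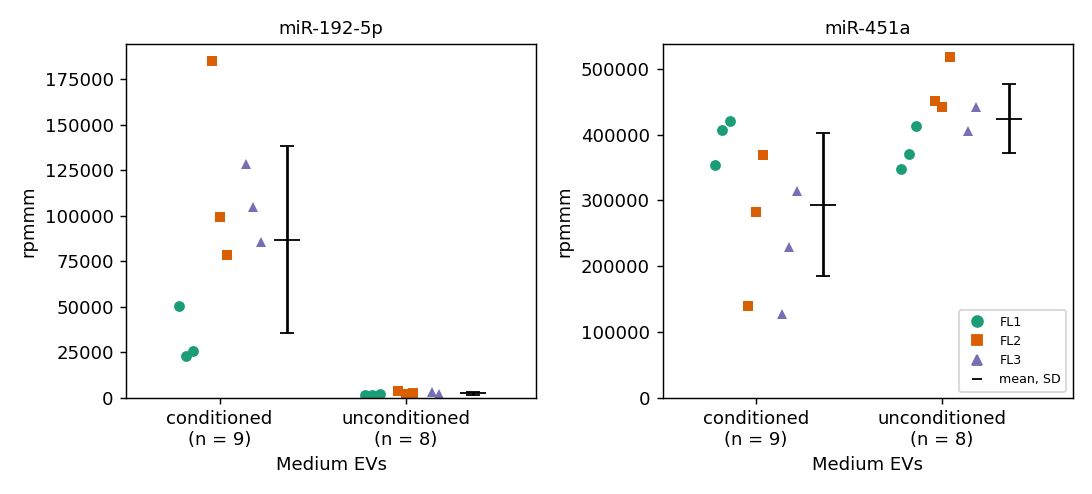
rpmmm (y axis) of miR-192-5p (left) and of the erythroid miR-451a (right) in each EV library of conditioned (n = 9) and unconditioned medium (n = 8), with colour and shape by FL label and bars for mean and SD. The conditioned libraries lie at 23089 to 185094 rpmmm for miR-192-5p, all above the unconditioned libraries, and the FL1 libraries are the lowest of them.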

### Bacterial interaction with miR-192-5p is species-dependent and altered by liposomal packaging

Following the identification of miR-192-5p as one of the most abundant miRNAs detected in EVs derived from Caco-2 cells, we hypothesized that this miRNA might exert functional effects on bacterial cells. 

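By mean rpmmm, miR-192-5p ranked 2 of all miRNAs in EVs from conditioned medium and 46 in EVs from unconditioned medium. It was preceded in conditioned medium by miR-451a, a red blood cell miRNA encoded on chromosome 17 (28861369 to 28861440), which ranked 1 in both media. miR-451a was at 293674 ± 108593 rpmmm (SD, n = 9) in conditioned medium and at 423925 ± 52426 rpmmm (SD, n = 8) in unconditioned medium (exact permutation p = 0.0058). Its log2 FC of −0.96 (SE 0.31, adjusted p = 0.013 from edgeR) was short of the fold required for a call, and was 0.01 with the erythroid miRNAs as library size. Of the 4 erythroid miRNAs tested, 1 was lower, also when adjusted over the list alone, against 4 with the upper quartile and 0 with library size only, with a median log2 FC of −0.97 (camera adjusted p = 0.094, adjusted p = 0.437 with an estimated correlation, both from limma). This was miR-144-3p, which shares a primary transcript with miR-451a, at 33068 ± 14219 rpmmm (SD, n = 9) against 51398 ± 9217 rpmmm (SD, n = 8), with a log2 FC of −1.05 (SE 0.33, adjusted p = 0.010 from edgeR). let-7a-5p, with a log2 FC of −1.06 (SE 0.25, adjusted p = 0.001 from edgeR) that was 0.17 with the erythroid miRNAs as library size, was at 25156 ± 7602 rpmmm (SD, n = 9) against 36847 ± 10697 rpmmm (SD, n = 8). With the counts of miR-451a taken out of the total, miR-192-5p ranked 1 in conditioned medium. With miR-451a kept in the total, it had the largest gain in mean rpmmm between the media, 84534 rpmmm.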

To test whether miR-192-5p influences bacterial growth, we cultivated them in the presence of increasing concentrations of synthetic miR-192-5p. While no significant growth changes were observed in *L. casei* and *E. faecalis*, we found that exposure to 4 µM synthetic miR-192-5p significantly enhanced (two-tailed unpaired t-test, *p* < 0.05) the growth of *P. mirabilis*, as inferred from OD measurements (Figure 6A–C). To investigate whether the growth enhancement was due to an increased number of viable bacteria, we assessed bacterial viability post-incubation. However, the viability of the bacteria remained unchanged across all three tested species after incubation with 4 µM synthetic miRNA. This suggested that the increased optical density of *P. mirabilis* cultures was rather due to factors other than increased bacterial viability (Supplementary Figure 9A–C).

**Figure 6.**
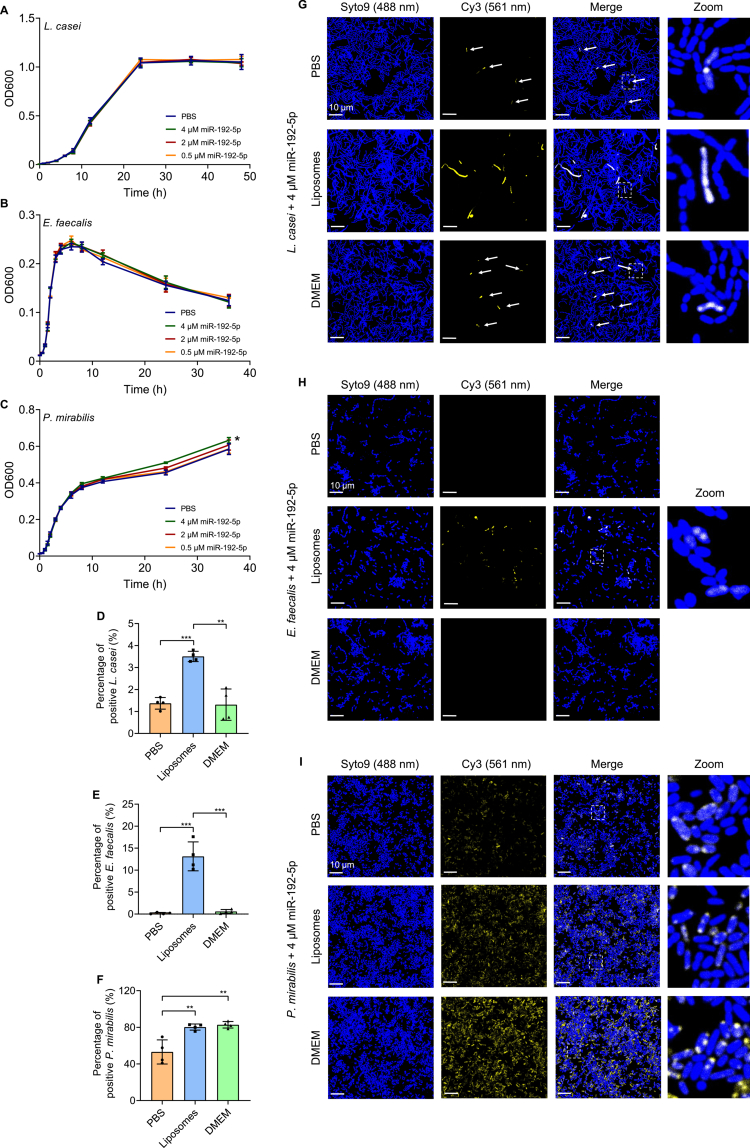
Interaction of *L. casei*, *E. faecalis* and *P. mirabilis* with free and liposome-packaged miR-192-5p. (A–C) Growth of *L. casei* (A), *E. faecalis* (B), and *P. mirabilis* (C) in the presence different concentrations of synthetic miR-192-5p or PBS as a control over a period of 48 h or 36 h at 37 °C. Results are presented as mean ± SD from 3-4 independent biological replicates. (D–F) Flow cytometry analysis of bacteria. *L. casei* (D), *E. faecalis* (E), and *P. mirabilis* (F) were cultivated in the presence of 4 μM free Cy3-labeled synthetic miR-192-5p in PBS or DMEM, or 4 μM liposome-packaged Cy3-labeled synthetic miR-192-5p for 24 h (*E. faecalis* or *P. mirabilis*) or 48 h (*L. casei*) at 37 °C. After the incubation, bacteria were stained with SYTO™ 9 and fixed. Shown is the percentage of SYTO™ 9/Cy3-positive bacteria. Results are presented as mean ± SD from 4 independent biological replicates. (G–I) Visualization of the interaction of *L. casei* (G), *E. faecalis* (H) or *P. mirabilis* (I) with free or liposome-packaged fluorescently labeled synthetic miRNA. Bacteria were cultivated in the presence of 4 μM free Cy3-labeled synthetic miR-192-5p in PBS or DMEM, or 4 μM liposome-packaged Cy3-labeled synthetic miR-192-5p for 24 h (*E. faecalis* or *P. mirabilis*) or 48 h (*L. casei*) at 37 °C. After incubation, bacteria were stained with SYTO™ 9 and fixed. SYTO™ 9 was visualized using a laser at 488 nm, and Cy3 with a laser at 561 nm. For better illustration, the bacteria are shown in blue, and synthetic miRNA is displayed in yellow. The white arrows indicate areas where weak fluorescence signals for Cy3-labeled synthetic miR-192-5p were detected. Scale bar: 10 µm. Statistical significance was determined using a two-tailed unpaired t-test (*p* < 0.05*, *p* < 0.01**, *p* < 0.001***).

We next examined whether the bacteria showed an association with miR-192-5p. Therefore, bacterial cultures were cultivated with 4 µM Cy3-labeled synthetic miRNA and analyzed via flow cytometry and CLSM. While only minimal fluorescence signals were detected for *L. casei* and *E. faecalis*, 53.1 (±13.2) % of *P. mirabilis* showed a positive fluorescent signal and a visible accumulation of labeled synthetic miR-192-5p in the proximity of the bacterial cells (Figure 6D–I). This observation indicates species-specific differences in the interaction of bacteria with miR-192-5p.

Since we found that miR-192-5p is present in EVs released from Caco-2 cells, we further investigated whether the physical presentation of miRNAs influences their association with bacterial cells. To address this question, we used liposomes (Lipofectamine™ 3000-based lipid complexes) as a technical delivery system and cultivated the bacteria in the presence of 4 µM liposome-packaged synthetic miRNA. First, we assessed potential effects on bacterial viability. Interestingly, *L. casei* showed a mild decrease in viability following incubation with empty liposomes, which was not observed when the bacteria were incubated with synthetic miRNA-containing liposome. To determine whether this response was specific to miR-192-5p, we used polyadenylic acid [poly(A)] as an alternative nucleic acid cargo. We observed that poly(A)-containing liposomes similarly reduced the viability of *L. casei*. In *E. faecalis*, viability remained unaffected after incubation with any of the liposomes. In contrast, we observed increased viability of *P. mirabilis* in response to incubation with all liposome treatments, including empty liposomes, synthetic miR-192-5p containing liposomes, and poly(A)-containing liposomes (Supplementary Figure 9D–F), indicating a cargo-independent response.

We then evaluated whether liposomal packaging of miRNAs altered the detectability of bacterial interaction with miR-192-5p. Upon incubation of bacteria with 4 µM liposome-packaged Cy3-labeled synthetic miR-192-5p, we detected fluorescent signals from the labeled miRNA in 3.5 (±0.2) % of *L. casei*, 13.1 (±3.3) % of *E. faecalis*, and 80.3 (±3.4) % of *P. mirabilis* (Figure 6D–F). In accordance with these results, we observed an increased accumulation of liposome-packaged fluorescently labeled synthetic miR-192-5p in the proximity of bacteria using CLSM (Figure 6G–I). Collectively, these results indicate that liposomal packaging altered the detectable interaction of bacterial cells with synthetic miR-192-5p.

To further elucidate whether the miRNA packaging impacts the association with the bacteria, we investigated the impact of the incubation media. For liposome-based experiments, bacteria were cultivated in a mixture of their respective growth medium and DMEM, as the latter was used for lipid-complex preparation. In contrast, incubation with the free miRNA was performed in growth medium together with PBS. To exclude the possibility that DMEM itself had an influence on the association of the bacteria with the liposome-packaged miRNA, we repeated the analyzes using free miRNA in DMEM. In *L. casei* and *E. faecalis*, we detected comparable levels of bacteria showing a positive fluorescence signal for the Cy3-labeled synthetic miR-192-5p to those observed in PBS, indicating minimal influence of the DMEM. Notably, also 82.8 (±3.6) % of *P. mirabilis* exhibited fluorescent signals after incubation with the free labeled miRNA in DMEM, with a strong accumulation of these signals in close proximity to the bacteria (Figure 6D–I). This suggests that DMEM itself may modulate the interaction of *P. mirabilis* with miR-192-5p. In summary, our results demonstrate that lipid-based packaging of miR-192-5p modulates its detectable association with the bacteria.

## Discussion

Cross-kingdom communication via EVs represents an emerging mechanism through which microbial and host cells exchange molecular information.^2^ While previous studies have described EVs in cross-kingdom contexts, our work integrates these observations into a unified, bidirectional framework. We propose that EVs and their RNA cargo function not merely as passive transporters, but as directionally active messengers that selectively modulate gene expression and growth behavior in recipient cells across kingdom boundaries.

We observed a time-dependent interaction of Caco-2 cells with BEVs derived from *L. casei*, *E. faecalis* and *P. mirabilis* with species-specific differences in the extent of detectable BEV-associated fluorescence in the cells. While flow cytometry and CLSM cannot definitely distinguish between surface-bound and internalized BEVs, the observed localization patterns are consistent with previous descriptions of BEV-host cell interactions and putative uptake.^34^^,^^39^^,^^60^ Differences observed between the bacterial species may be influenced by structural components of the bacterial envelope, such as cell wall polysaccharides in *E. faecalis*, which have been found to modulate host-microbe interactions,^61^ or LPS in the outer membrane of Gram-negative bacteria like *P. mirabilis*, which stimulates Toll-like receptor 4 (TLR4) on the host cell plasma membrane.^62^ We further observed differences in the amount of RNA associated with the BEVs. Specifically, *P. mirabilis* OMVs exhibited lower RNA levels compared to *L. casei* MVs and *E. faecalis* MVs. *P. mirabilis* OMVs were mostly associated with small RNAs (<200 nts), whereas *L. casei* MVs and *E. faecalis* MVs also carried larger RNA fragments. These results align with other studies showing that RNA cargo of BEVs varies among bacterial species.^8-11^

Using RNA-seq, we demonstrated that BEVs induce distinct transcriptional changes in Caco-2 cells, affecting several thousand of genes. Differentially expressed genes were involved in pathways related to immune signaling, including inflammatory response and chemotaxis, indicating a broad response of the Caco-2 cells to the BEVs. Remarkably, we found that transfection of Caco-2 cells with BEV-RNA alone also results in transcriptional changes, providing mechanistic evidence that RNA cargo contributes independently to the cellular response. These observations align with previous studies reporting that BEV-RNA can modulate host cellular responses.^11^^,^^15^^,^^16^ When analyzing the expression of specific genes, we observed deregulation of genes such as *NOD2*, *NLRP1*, *TLR3*, and *TLR7*, which are involved in microbial and nucleic acid sensing pathways.^63^^,^^64^ Additionally, the altered expression of genes encoding chemokines and interleukins such as *CCL20*, *CXCL8* (*IL-8*), *CXCL10*, *CXCL11*, or *IL-6* suggests the activation of immune signaling pathways.^65^ Changes in the expression of *TLR7*, *CXCL8*, and *CXCL10* upon incubation of Caco-2 cells with MVs from *Listeria monocytogenes* have already been described.^13^ Furthermore, specific RNAs in *Helicobacter pylori* OMVs or *Pseudomonas aeruginosa* OMVs have been shown to modulate the LPS- or OMV-induced secretion of IL-8 in airway epithelial cells or gastric cancer cells.^15^^,^^16^ At the same time, we also observed marked differences in the transcriptomic changes caused by BEVs or BEV-derived RNA alone. Since RNA represents only one of several bioactive components within the BEVs, it is possible that proteins or lipids, which are associated with the BEVs,^3^ may also cause transcriptional changes in recipient cells. OMVs typically contain LPS,^59^ and it has also been reported that LPS can co-purify during RNA isolation from OMV.^66^ Since LPS induces the expression of proinflammatory genes,^62^ we investigated whether the transcriptomic changes in the Caco-2 cells observed upon incubation with *P. mirabilis* OMVs or transfection with the OMV-RNA might be due to the presence of LPS. However, the effects of the OMVs and OMV-RNA differed from those caused by *P. mirabilis* LPS alone, suggesting a distinct role for OMVs and their RNA content in regulating gene expression in host cells. In contrast, another study reported that RNA isolated from *Escherichia coli* OMVs and LPS induce similar gene expression changes in bladder cells.^67^

Conversely, we examined the interaction between EVs derived from Caco-2 cells and different bacterial species. Using CLSM, we demonstrated that fluorescently labeled EVs can be observed in close proximity to *E. faecalis* and that cultivation in the presence of these EVs altered the bacterial growth. Similarly, it has been shown that milk-derived EVs can alter the growth of *Escherichia coli* and *Lactobacillus plantarum*.^68^ However, although, the altered growth of *E. faecalis* might be due to the association of the bacteria with the Caco-2 EVs, the data do not definitively demonstrate a direct causal relationship between the EV association and growth effects. These findings should therefore be interpreted with caution.

The use of EVs derived from cell culture media is a widely used strategy for studying the complex functions of EVs in cell-to-cell communication.^69^ However, a major challenge regarding the analysis of EVs and especially EV-miRNAs from cell culture is the contamination with FCS-derived EVs.^70^ To date, several approaches have been proposed to address this issue, including the use of serum-free media or ultracentrifugation of FCS prior to use.^71^ Nevertheless, serum depletion can impair growth and viability of the cells,^72^ and could potentially alter the EV-miRNA cargo.^73^ To overcome these limitations, we opted for a different approach to identify miRNAs that are secreted within EVs from Caco-2 cells, which avoids the depletion of FCS from the cell culture system by using EVs derived from unconditioned medium as a background control. 

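miR-194-5p, from the same locus as miR-192-5p, and miR-215-5p, from a related locus, were higher with miR-192-5p in EVs from conditioned medium. miR-192-5p had a log2 FC of 4.47 (SE 0.32, adjusted p = 1.4e-10 from edgeR). miR-194-5p, which is encoded next to it on chromosome 11 (MIR194-2, 64891355 to 64891439) and once more on chromosome 1 (MIR194-1, 220118157 to 220118241), had a log2 FC of 3.89 (SE 0.26, adjusted p = 4.4e-11 from edgeR). It was at 4993 ± 2387 rpmmm (SD, n = 9) in conditioned medium and at 215 ± 65.8 rpmmm (SD, n = 8) in unconditioned medium. miR-215-5p, encoded beside MIR194-1 (MIR215, 220117853 to 220117962) and regulated by p53 like miR-192-5p, had a log2 FC of 5.71 (SE 0.52, adjusted p = 7.6e-09 from edgeR). It was at 1935 ± 1082 rpmmm (SD, n = 9) against 23.4 ± 19.6 rpmmm (SD, n = 8). miR-215-5p differs from miR-192-5p at 2 of 21 positions counted from the 5′ end, C1A and C20A, so reads with errors there can be shared between them. miR-31-5p, an miRNA raised in colorectal tumours, had a log2 FC of 3.29 (SE 0.44, adjusted p = 1.6e-06 from edgeR). miR-375-3p of enteroendocrine and other intestinal cells had a log2 FC of 4.56 (SE 0.74, adjusted p = 2.2e-05 from edgeR). The summed miRNAs of the intestinal epithelium were at 95599 ± 55387 rpmmm (SD, n = 9) and at 2712 ± 708 rpmmm (SD, n = 8), most of it miR-192-5p.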

SmallRNA seq revealed that miR-192-5p is highly abundant in EVs derived from conditioned medium EVs compared with EVs from unconditioned medium, suggesting that this miRNA was released from Caco-2 cells. Consistent with this suggestion, miR-192-5p has been reported to be highly expressed in bowel.^74^

The uptake of mammalian miRNAs by bacteria has thus far been reported in only a limited number of studies.^20-22^^,^^24^ In our study, we observed species-specific differences in the detectable association of bacteria with miR-192-5p, with *P. mirabilis* exhibiting the highest level. CLSM revealed that miR-192-5p mostly accumulates at the poles of *P. mirabilis*. Given that pili can be localized at bacterial poles,^75^^,^^76^ this association may be mediated by type IV pili, which can be used by some bacteria to take up extracellular DNA.^77^ In contrast, the cell wall of Gram-positive bacteria such as *L. casei* and *E. faecalis* consists of a thick peptidoglycan layer, as well as teichoic acids, cell wall polysaccharides, and proteins.^78^ Additionally, *E. faecalis* possesses DNA defense mechanisms, making the interaction or an uptake of foreign nucleic acids even more difficult.^79^ To explore whether the physical presentation of the miRNA influences the interaction of bacteria with miRNAs, we used liposomes as a technical tool to package miR-192-5p. Notably, lipid-based packaging altered the extent of miRNA association, particularly in Gram-positive bacteria *L. casei* and *E. faecalis*. This observation aligns with a recent finding showing that lipid-polymer hybrid nanoparticles could improve the delivery of ampicillin against intracellular *E. faecalis.*^80^ This suggests that physical presentation of miRNAs in lipid-based structures can modulate the bacterial interaction. However, these findings do not imply definite functional equivalence to EV-mediated communication.

Lastly, we assessed the bacterial viability upon incubation with liposome-packaged miR-192-5p. We did not observe any effects on the viability of *E. faecalis* and a cargo-independent effect on the viability of *P. mirabilis*. In contrast, *L. casei* showed a reduced viability in the presence of empty liposomes but not when incubated with miR-192-5p containing liposomes, suggesting a potential protective effect of the miRNA on bacterial cells. Although it is possible that miRNAs may serve as metabolic substrates for bacteria, the observed effect is not fully consistent with a simple feedstock model, as poly(A)-containing liposomes also lead to a reduced bacterial viability. This suggests that the bacteria response is not only influenced by the presence of the nucleic acids per se, but potentially also by RNA-specific properties.

Several limitations of this study should be acknowledged. As already mentioned, flow cytometry and CLSM cannot unambiguously distinguish between surface-bound and internalized EV or miRNAs. Furthermore, BEV concentrations and BEV-RNA amounts differed between the bacterial species. Accordingly, our experiments were designed to assess whether BEVs and BEV-derived RNA from each species have biological effects per se, rather than to compare the effects of BEVs or BEV-RNA across the different species. In addition, all experiments were conducted under simplified *in vitro* conditions that do not fully recapitulate the intestinal environment, such as anaerobic conditions, the presence of immune cells, or complex microbial communities.

Taken together, our study highlights EVs as bidirectional molecular messengers in host-microbe communication network. These insights not only expand our understanding of host-microbiome interactions but also lay the groundwork for exploring EVs as programmable carriers in targeted therapies. Future studies will be required to analyze the communication in more complex experimental systems, and to study whether these interactions occur *in vivo* or under disease-relevant conditions. Nevertheless, our work introduces a conceptual model in which EVs act as mediators in the molecular dialog between humans and their microbiota.

## Supplementary Material

Supplementary_Table4_final.xlsx Supplementary_Table4_final.xlsx

Supplementary_Figures_final.pdf Supplementary_Figures_final.pdf

Supplementary_Table1_final.xlsx Supplementary_Table1_final.xlsx

Supplementary_Table2_final.xlsx Supplementary_Table2_final.xlsx

Supplementary_Table3_final.xlsx Supplementary_Table3_final.xlsx

Supplementary_Table6_final.xlsx Supplementary_Table6_final.xlsx

Supplementary_Table5_final.xlsx Supplementary_Table5_final.xlsx

Supplementary_Table.docx Supplementary_Table.docx

## Data Availability

RNA-seq and smallRNA-seq data have been deposited at GEO (Accession: GSE297395 and GSE297396) and are publicly available as of the date of publication. Original western blot images have been deposited at Mendeley Data (10.17632/hprgf67zgj.1). Any additional information required to reanalyze the data reported in the paper is available from the lead contacts upon request.

# Supplementary material for: Extracellular vesicles and their RNA cargo facilitate bidirectional cross-kingdom communication between human and bacterial cells
**Source:** Gut Microbes. 2026 Feb 20;18(1):2630482. doi: 10.1080/19490976.2026.2630482
**Supplement:** Supplementary_Figures_final.pdf

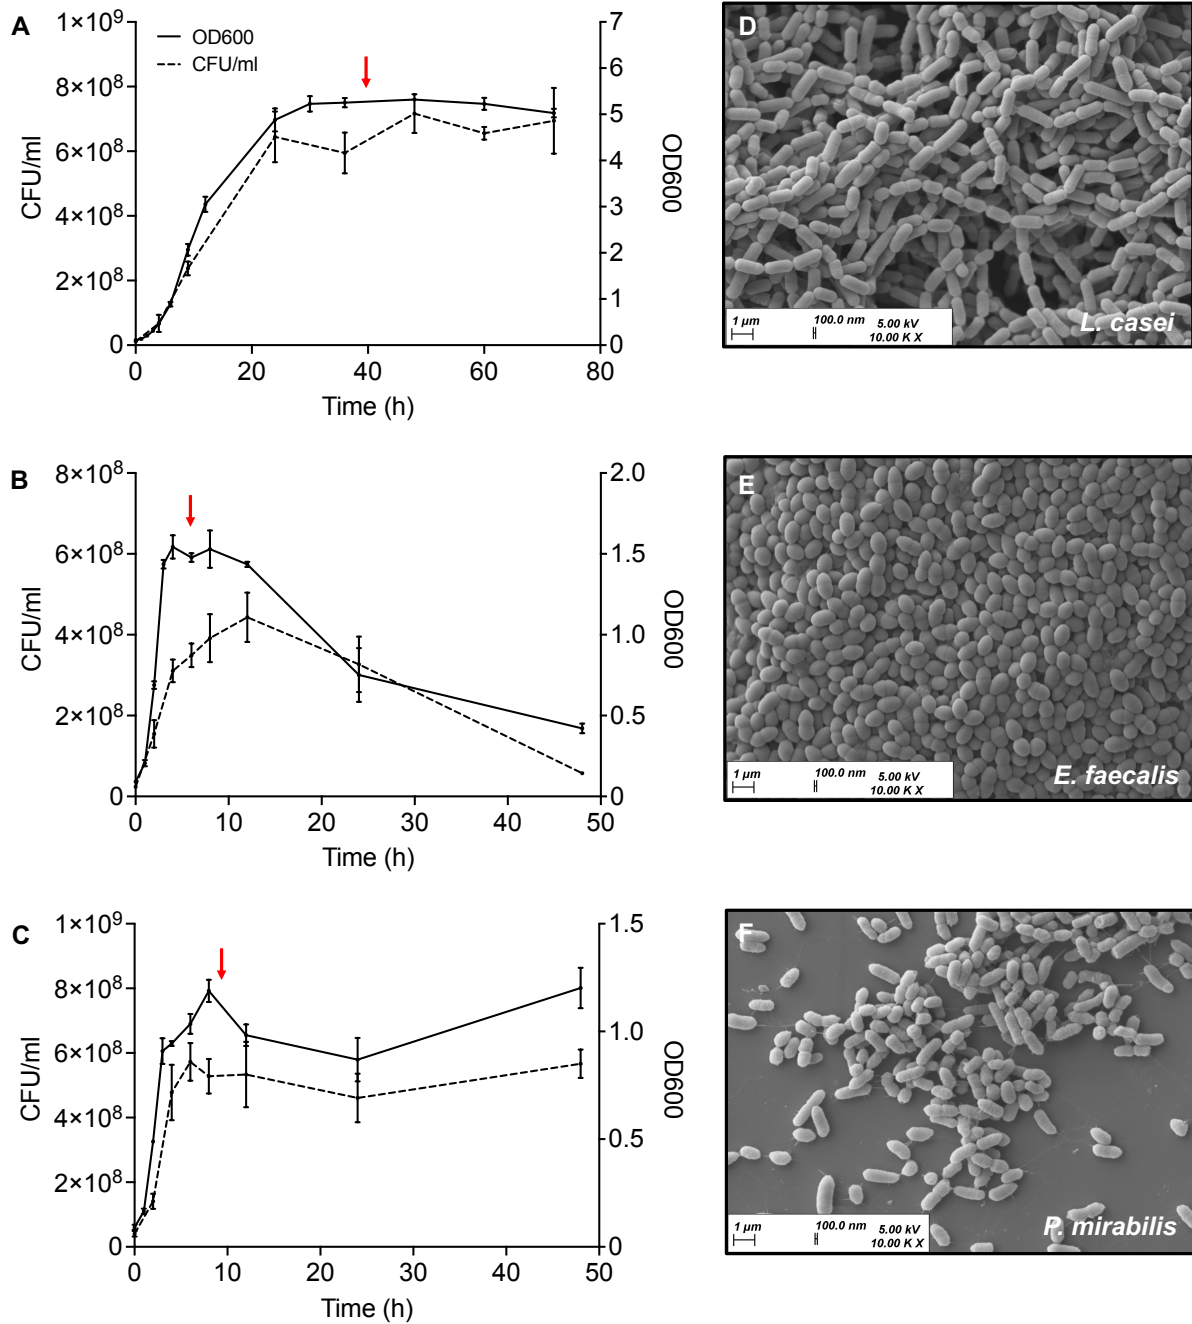

## Supplementary Figure 1: Analysis of bacterial growth and morphology.

(A-C) Growth of *L. casei* (A), *E. faecalis* (B), and *P. mirabilis* (C) over a period of 72 h or 48 h at 37 °C. Results are presented as mean  $\pm$  SD from 3-4 independent biological replicates. The red arrows mark the time points where the supernatant for BEV isolation was collected (*L. casei*: 40 h, *E. faecalis*: 6 h, *P. mirabilis*: 9 h). (D-F) Scanning electron microscopy images of *L. casei* (D), *E. faecalis* (E), and *P. mirabilis* (F). Bacteria were grown for 40 h (*L. casei*) or 12 h (*E. faecalis* or *P. mirabilis*) at 37 °C. Afterwards, bacteria were fixed, washed, and sputter-coated. Images were taken at 5 kV and 10,000x magnification.

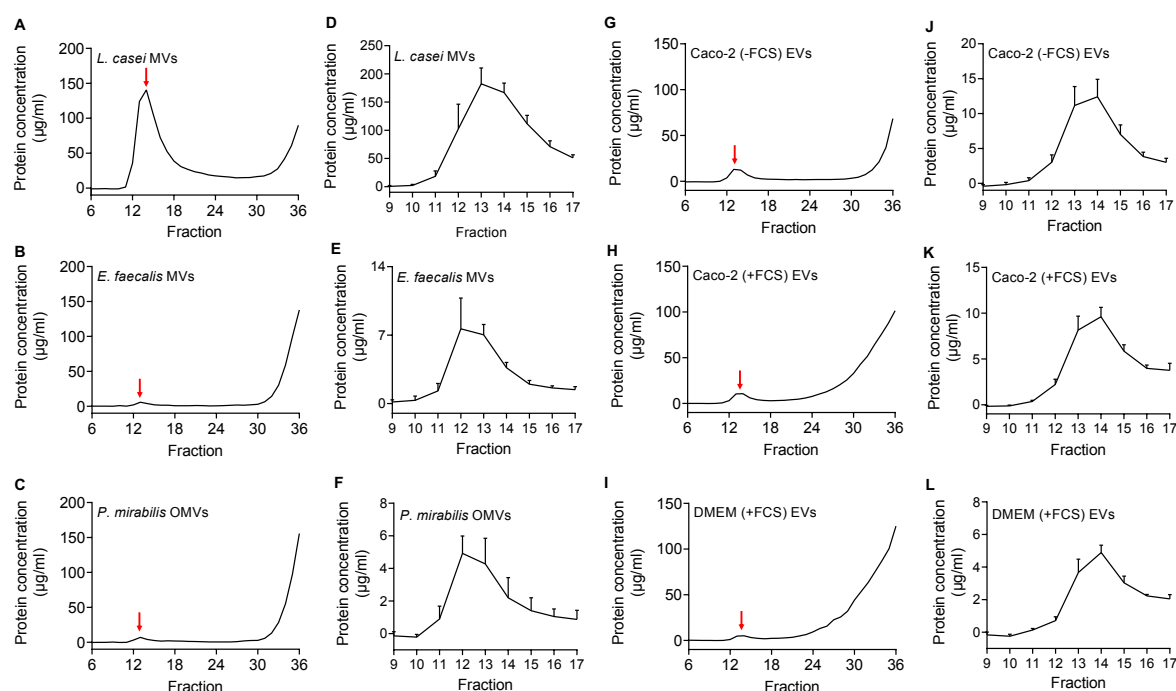

## Supplementary Figure 2: Purification of BEVs from *L. casei*, *E. faecalis* and *P. mirabilis* and EVs from different conditions.

(A-C) Representative chromatograms after SEC of *L. casei* MVs (A), *E. faecalis* MVs (B), and *P. mirabilis* OMVs (C), demonstrating the successful purification of BEVs. Fractions of 1 ml each were collected. The red arrow marks the fractions where the BEVs can be found. Co-pelleted free proteins and other small contaminants elute in later fractions. (D-F) BEVs consistently eluted in fractions 12-15. Results are presented as mean  $\pm$  SD from 6-8 independent biological replicates, each representing a separate vesicle preparation. (G-I) Representative chromatograms after SEC of Caco-2 (-FCS) EVs (G), Caco-2 (+FCS) EVs (H), and DMEM (+FCS) EVs (I), demonstrating the successful purification of EVs. Fractions of 1 ml each were collected. The red arrow marks the fractions where the EVs can be found. Co-pelleted free proteins and other small contaminants elute in later fractions. (J-L) EVs consistently eluted in fractions 13-15. Results are presented as mean  $\pm$  SD from 4 independent biological replicates, each representing a separate vesicle preparation.

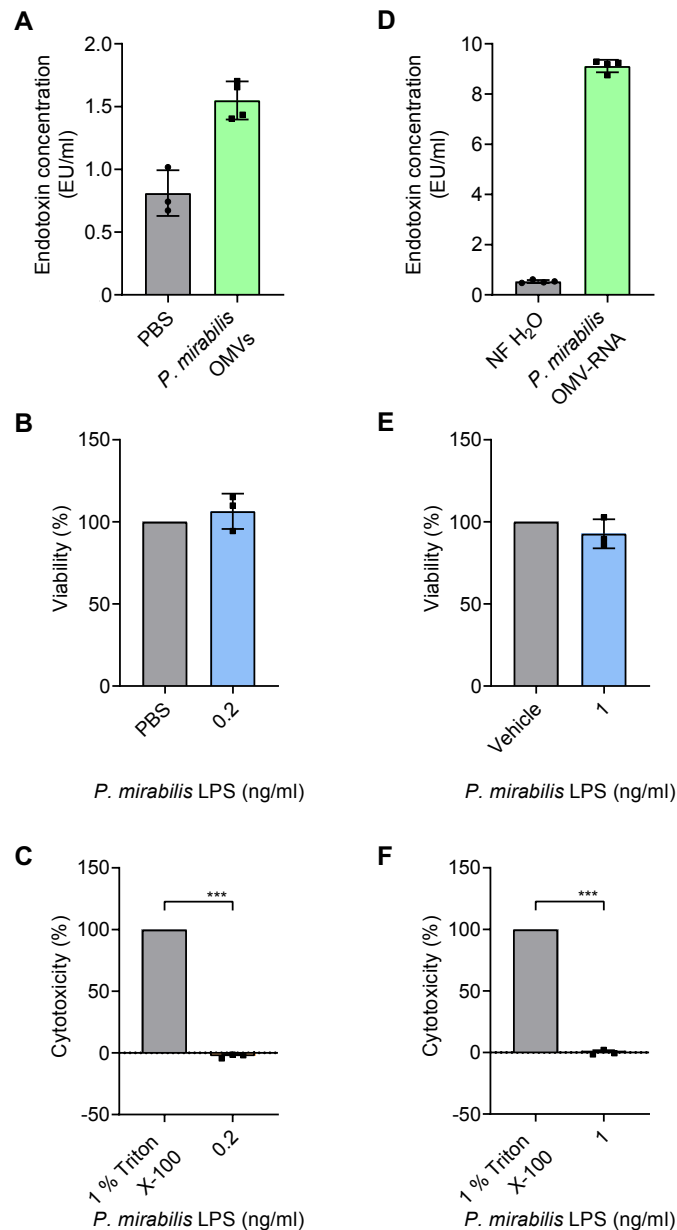

### Supplementary Figure 3: Quantification of LPS concentration and effects of LPS on the viability of Caco-2 cells.

(A-C) Quantification and effects of LPS in *P. mirabilis* OMVs. (A) Endotoxin concentration of purified *P. mirabilis* OMVs in comparison to PBS. (B and C) Measurement of cell viability and cytotoxicity after incubation of Caco-2 cells with *P. mirabilis* LPS for 24 h. 1 % Triton X-100 was used as a dead control, whereas PBS was used as a live control. (D-F) Quantification and effects of LPS in *P. mirabilis* OMV-RNA. (D) Endotoxin concentration of *P. mirabilis* OMV-RNA in comparison to nuclease-free water (NF H<sub>2</sub>O). (E and F) Measurement of cell viability and cytotoxicity after transfection of Caco-2 cells with *P. mirabilis* LPS for 24 h. 1 % Triton X-100 was used as a dead control, whereas Lipofectamine™ 3000 transfection reagent mixed with nuclease-free water (vehicle) was used as a live control. Results are presented as mean ± standard deviation (SD) from 3-4 independent biological replicates. Statistical significance was determined using a two-tailed unpaired t-test ( $p < 0.001$  \*\*\*).

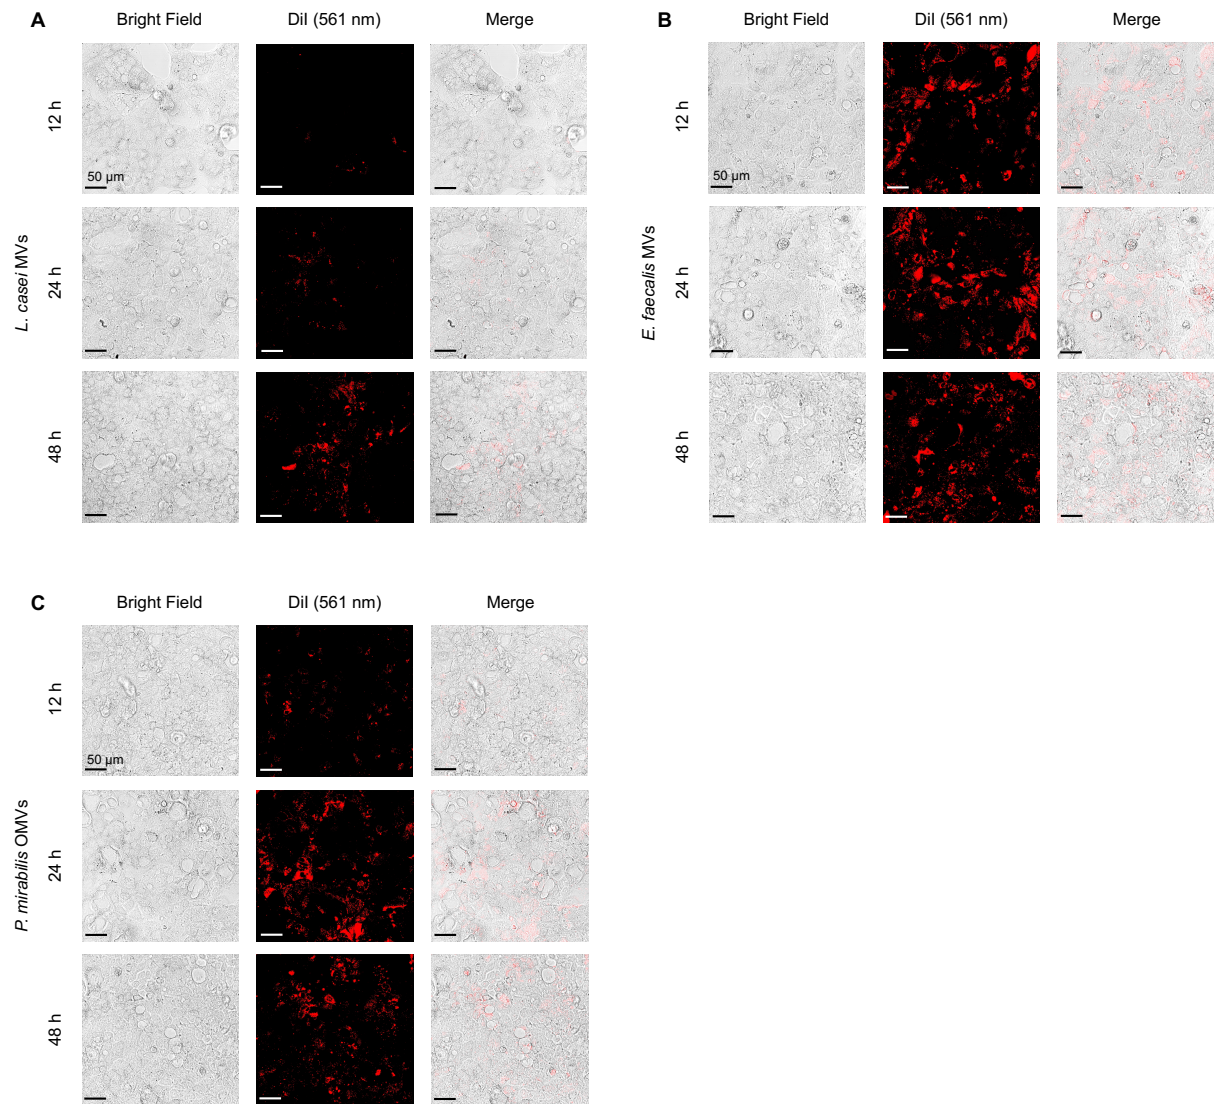

**Supplementary Figure 4: Visualization of the interaction of Caco-2 cells with BEVs from *L. casei*, *E. faecalis* and *P. mirabilis*.**

(A-C) Caco-2 cells were incubated with Dil-labeled *L. casei* MVs (A), *E. faecalis* MVs (B), or *P. mirabilis* OMVs (C) for 12 h, 24 h, or 48 h. After incubation, cells were washed and fixed. Cells were imaged with bright-field, and Dil was visualized using a laser at 561 nm (red). Scale bar: 50  $\mu$ m.

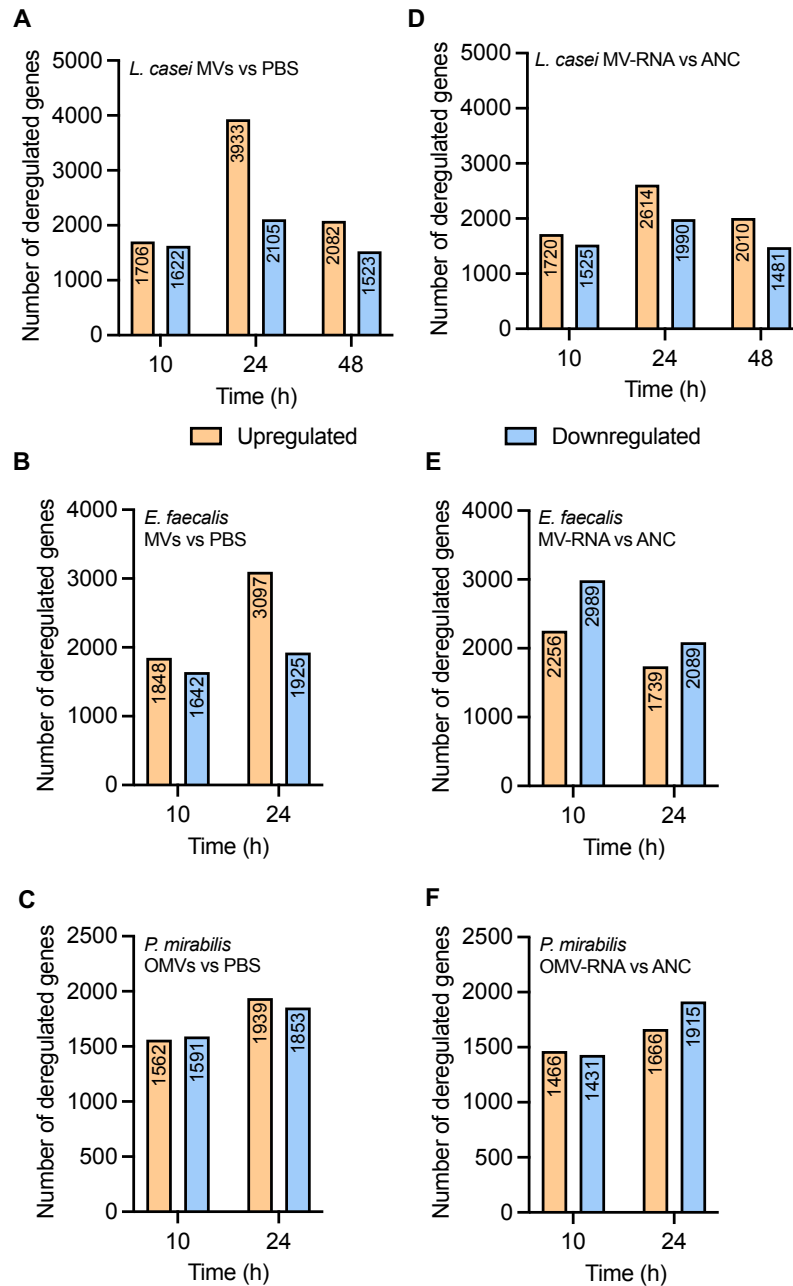

**Supplementary Figure 5: Number of deregulated genes after incubation of Caco-2 cells with BEVs or transfection with BEV-RNA.**

(A-F) Number of deregulated genes after incubation of Caco-2 cells with  $9.4 \times 10^5$  *L. casei* MVs/cell (A),  $4.7 \times 10^4$  *E. faecalis* MVs/cell (B), or  $3.75 \times 10^4$  *P. mirabilis* OMVs/cell (C), or after transfection of Caco-2 cells with 100 ng *L. casei* MV-RNA (D), 5 ng *E. faecalis* MV-RNA (E), or 2 ng *P. mirabilis* OMV-RNA (F) for 10 h, 24 h, or 48 h.

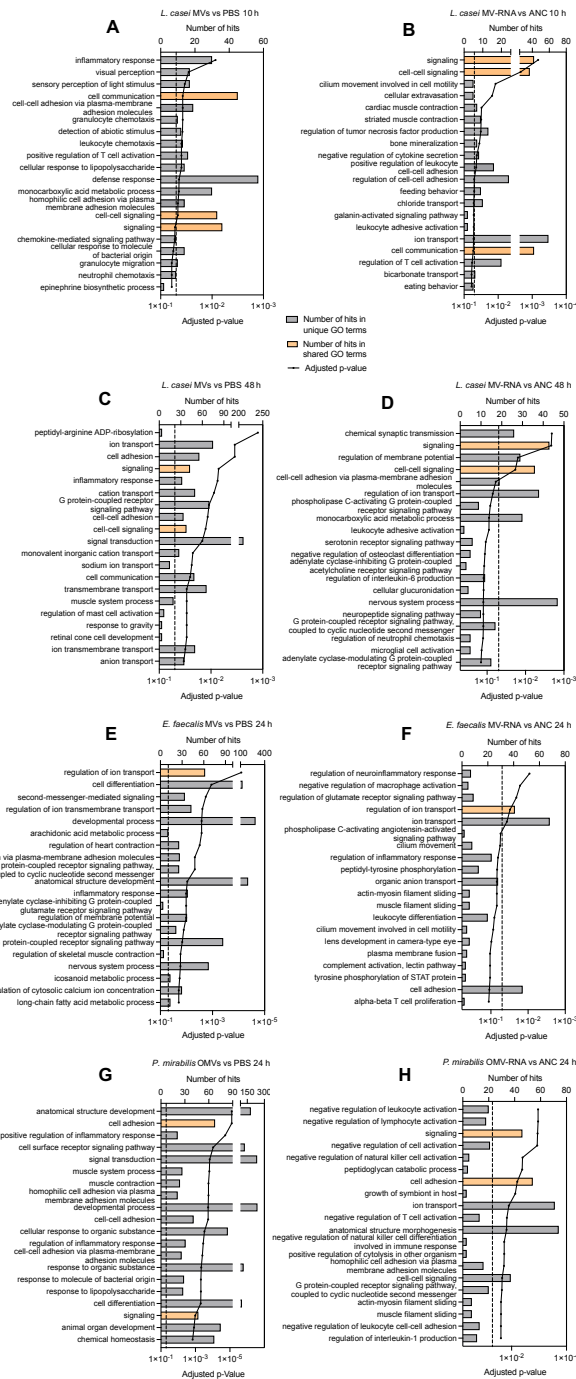

## Supplementary Figure 6: Enrichment of genes in specific biological processes after incubation of Caco-2 cells with BEVs or transfection with BEV-RNA.

(A-H) Caco-2 cells were incubated with BEVs (*L. casei* MVs:  $9.4 \times 10^5$  particles/cell, *E. faecalis* MVs:  $4.7 \times 10^4$  particles/cell, *P. mirabilis* OMVs:  $3.75 \times 10^4$  particles/cell) or transfected with BEV-RNA (*L. casei* MV-RNA: 100 ng, *E. faecalis* MV-RNA: 5 ng, *P. mirabilis* OMV-RNA: 2 ng) for 10 h, 24 h, or 48 h. Differentially expressed genes were used to perform an over-representation analysis (ORA) using GeneTrail 3.2. Shown are the top 20 Gene Ontology (GO) - biological process in which the differentially expressed genes were enriched in. The dashed line marks the significance level of Benjamini-Hochberg-adjusted  $p = 0.05$ . Biological processes that showed an enrichment after incubation with BEVs and transfection of BEV-RNA derived from the same bacteria at the same time point are highlighted in orange.

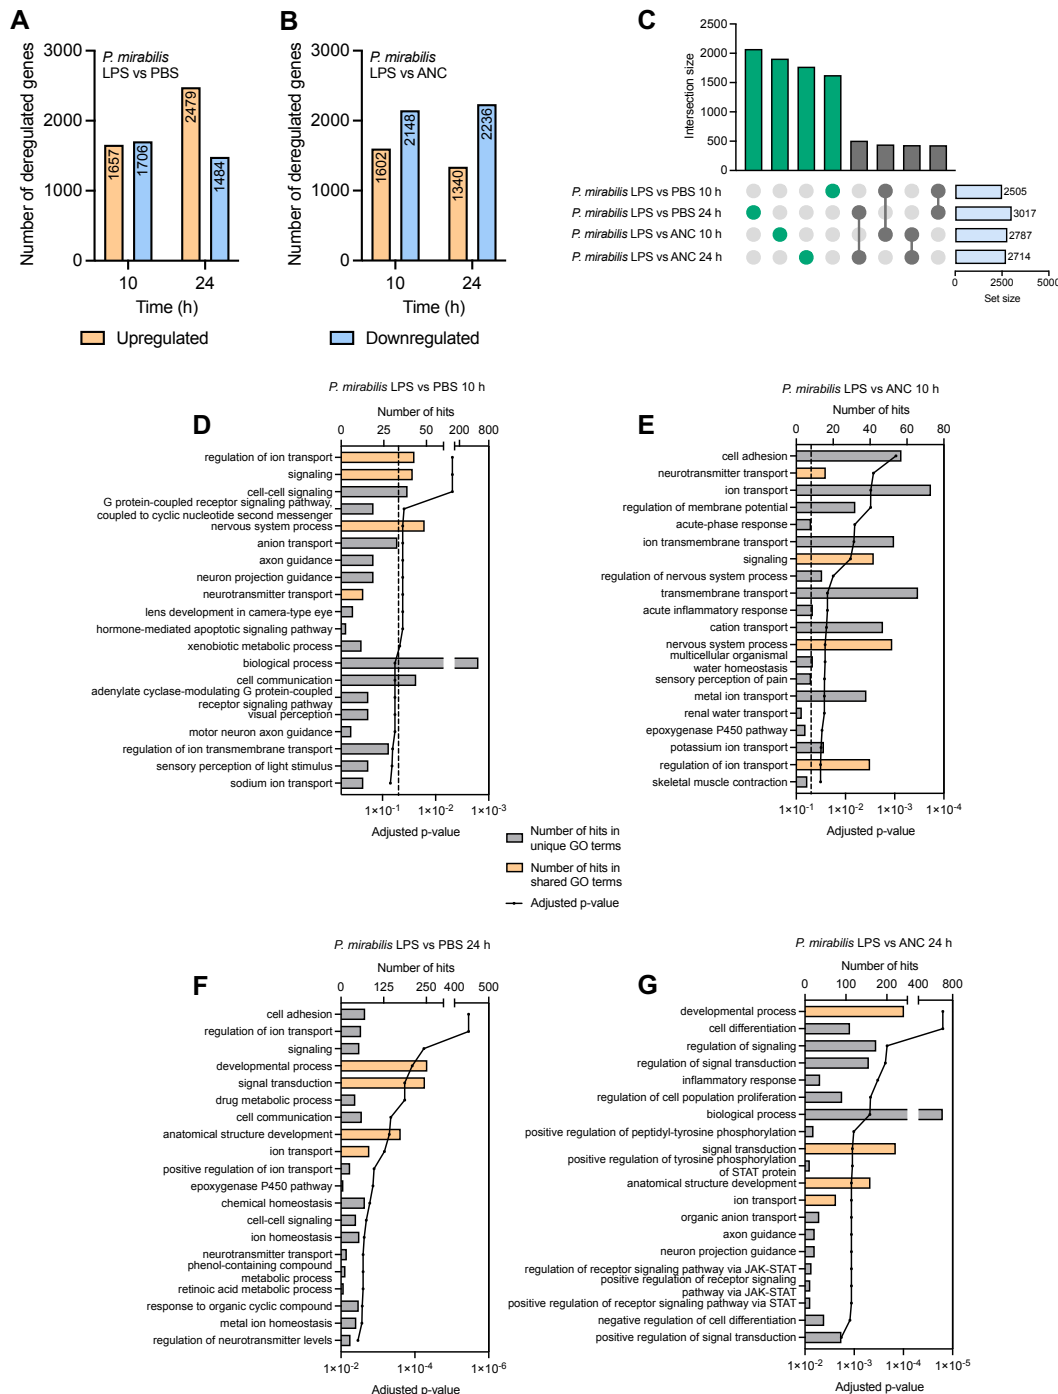

**Supplementary Figure 7: Changes in the gene expression of Caco-2 cells after incubation or transfection with *P. mirabilis* LPS.**

(A and B) Number of deregulated genes after incubation of Caco-2 cells with 100  $\mu$ l 0.2 ng/ml *P. mirabilis* LPS or transfection with 5  $\mu$ l 1 ng/ml *P. mirabilis* LPS for 10 h or 24 h. (C) Upset plot shows the intersection of differentially expressed genes between the different time points and treatments. (D-G) Differentially expressed genes were used to perform an over-representation analysis (ORA) using GeneTrail 3.2. Shown are the top 20 Gene Ontology (GO) - biological process in which the differentially expressed genes were enriched in. The dashed line marks the significance level of Benjamini-Hochberg-adjusted  $p = 0.05$ . Biological processes that showed an enrichment after incubation or transfection with *P. mirabilis* LPS at the same time point are highlighted in orange.

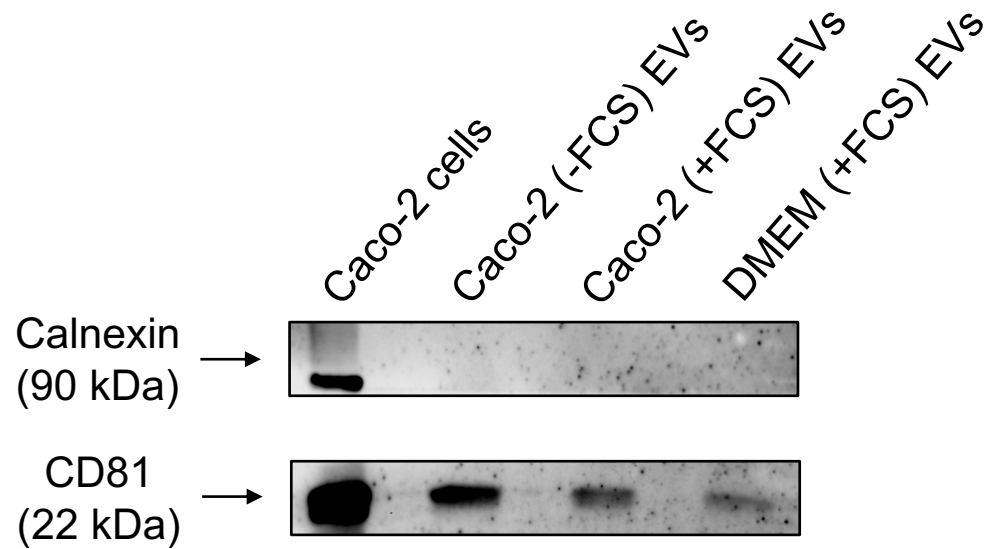

**Supplementary Figure 8: Detection of cellular and EV markers using Western Blot analysis.**

Representative Western blot for calnexin (cellular marker) and CD81 (EV marker) in EVs from different conditions and Caco-2 cells.

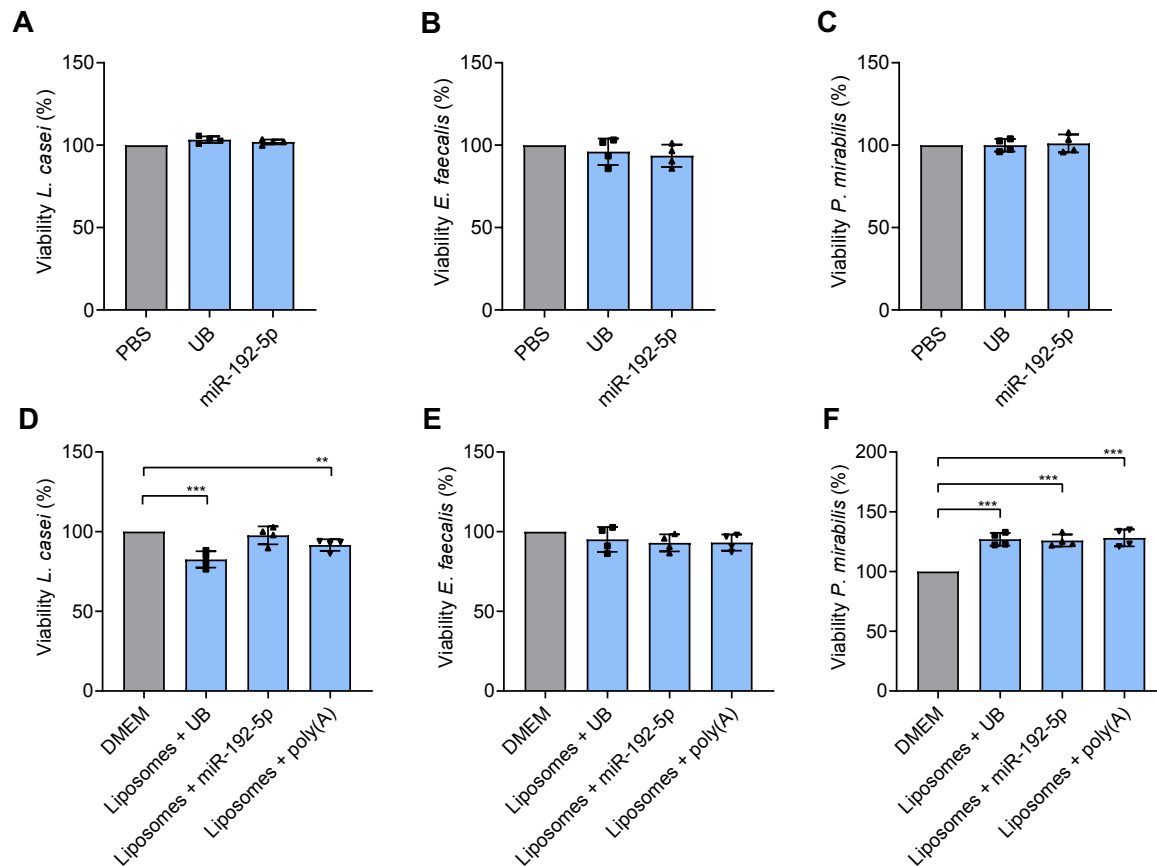

**Supplementary Figure 9: Effects of miR-192-5p on the viability of bacteria.**

(A-C) Viability of bacteria in the presence of free miR-192-5p. Percentage of viable *L. casei* (A), *E. faecalis* (B) and *P. mirabilis* (C) after cultivation in the presence of 4  $\mu$ M free synthetic miR-192-5p or 6  $\mu$ l 1 x siMAX Universal Buffer (UB) for 40 h (*L. casei*) or 24 h (*E. faecalis* and *P. mirabilis*) at 37 °C. PBS was used as a control. (D-F) Viability of bacteria in the presence of liposome-packaged miR-192-5p. Percentage of viable *L. casei* (D), *E. faecalis* (E) and *P. mirabilis* (F) after cultivation in the presence of 4  $\mu$ M liposome-packaged synthetic miR-192-5p, liposomes in combination with 6  $\mu$ l 1 x siMAX Universal Buffer (UB) or 8  $\mu$ g liposome-packaged poly(A) for 40 h (*L. casei*) or 24 h (*E. faecalis* and *P. mirabilis*) at 37 °C. DMEM was used as a control. Results are presented as mean  $\pm$  standard deviation (SD) from 4 independent biological replicates. Statistical significance was determined using a two-tailed unpaired t-test ( $p < 0.01$  \*\*,  $p < 0.001$  \*\*\*).

# Supplementary material for: Extracellular vesicles and their RNA cargo facilitate bidirectional cross-kingdom communication between human and bacterial cells
**Source:** Gut Microbes. 2026 Feb 20;18(1):2630482. doi: 10.1080/19490976.2026.2630482
**Supplement:** Supplementary_Table.docx

**Supplemental information**

Supplementary Table 1. Particle/cell ratios and BEV-RNA amounts used for incubation and transfection.

Supplementary Table 2. RNA sequencing mapping statistics.

Supplementary Table 3. Top 20 enriched GO Biological Processes after incubation or transfection of Caco-2 cells with BEVs or BEV-RNA.

Supplementary Table 4. Expression of selected genes after incubation or transfection of Caco-2 cells with BEVs or BEV-RNA.

Supplementary Table 5. Expression of selected genes after incubation or transfection of Caco-2 cells with *P. mirabilis* OMV, OMV-RNA or LPS.

Supplementary Table 6. Expression of miRNAs in EVs isolated from conditioned and unconditioned medium.

How the deposited data were processed for this re-analysis (not part of the article)

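The data processed were counts of mature miRNAs from small RNA sequencing of EVs, with 9 libraries of EVs from Caco-2 conditioned medium and 8 of EVs from unconditioned medium with FCS, and 0 columns of other samples. The RNA sequencing of Caco-2 cells exposed to BEVs, and the growth, flow cytometry and imaging data of the paper were not analysed here. The values are expected counts as deposited, made by the authors with miRMaster 2.0, which trimmed and collapsed the single-end reads and quantified them against the human miRNAs of miRBase 22.1 (the paper's methods), without normalization. The read filters and the mismatches allowed were not given in the sources used here. The table held 2656 miRNAs, and 214 values in 32 miRNAs were not whole, which is why they are called expected counts here although the design had assumed whole counts, and they were rounded to whole numbers for the tests. No pair of libraries of the same condition was close enough to be a duplicate, with a chi-square per degree of freedom of 79.5 to 2537 between them. Depth per library and per FL label is given with the experiment. Reads carried no molecular identifiers in these counts, so count-based bounds cover counting error only.

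Differential expression was tested with edgeR 4.0.16 (glmQLFit with robust set, glmQLFTest) in R 4.3.3, with TMM scaling and filterByExpr by condition at a minimum count of 10 and a minimum total count of 15. P-values were adjusted by Benjamini-Hochberg. The SE printed with a log2 FC was derived from that log2 FC and the test statistic, since this test gives none. Where a condition held almost no counts, it does not measure the uncertainty of the fold. A call needed an adjusted p under 0.05 and a log2 FC above 1 or below −1, the thresholds that the paper states for its counts, while its methods give a false discovery rate of 10%. The model held the condition alone, and the FL label and library number entered in alternatives. Values in rpmmm were scaled to the total count of each library in the table and given as mean and SD per condition. Differences in mean rpmmm were tested by exact two-sided permutation over 24310 splits, adjusted over 76 miRNAs, in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, with 4.1e-05 as the smallest p these splits can give. Clustering used the variance stabilized values of DESeq2 1.42.0 for the 25 most variable miRNAs. Gene positions came from GENCODE 44 on GRCh38, the build the library labels name. For miRNAs without a count in unconditioned medium, folds were bounded with a floor of 3 counts over the group.

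There were 15 miRNA lists, for the intestinal epithelium, the miR-200 family, the miR-183/96/182 cluster, the pluripotency clusters, the primate-specific cluster C19MC on chromosome 19, the HOX clusters, miR-17-92 and paralogs, erythroid cells, leukocytes, vascular and stromal cells, liver and striated muscle, the DLK1-DIO3 cluster, the let-7 family, neuronal cells, and miRBase entries that overlap other RNA fragments. C19MC had no member tested, so 14 lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists, and counted by the calls adjusted over all tested miRNAs and over the list alone. The miRNAs named were miR-192-5p and the 25 of Figure 5E, in each direction the 5 with the largest log2 FC among calls with a mean of at least 100 rpmmm in the higher group and no overlap between libraries, the 5 most abundant of each condition, and up to 4 tested members per list with the highest mean rpmmm. Tests, lists, alternatives and this rule were set before the data were examined, but after the paper's Supplementary Table 6 and Figure 5 had been seen, and miRNAs named outside the rule were chosen after their values were seen. The alternatives were other scalings (DESeq2 size factors, library size only, upper quartile, erythroid miRNAs as library size), no low-count filter, DESeq2 with several settings, glmTreat, the FL label and number as a block, sums over labels, and each library, FL label and library number left out. Alternatives added after seeing the data were DESeq2 with its filtering set for a false discovery rate of 0.1 and calls at an adjusted p under 0.05, DESeq2 on the miRNAs that edgeR tested, and permutation of the conditions within FL labels. The calls were also counted over 100 splits of the libraries into 9 and 8. Data of this size were simulated with 200 of 447 miRNAs changed. There edgeR recovered 53% of the changes of log2 1.5 and 87% of those of log2 3, with 1 false call. DESeq2 recovered 58% and 90%, with 4 false calls. The scaling was not varied in the simulation, so these false calls do not cover the dependence of the real calls on it.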

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

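The interaction test between FL sets and the count of C19MC were chosen after the results on all libraries had been seen, and the search for libraries apart from their group was set in advance. Among 38 groups of libraries, 3 held 1 library far from the others, where chance gives about 1 in 20. miR-378a-3p was at 2582 rpmmm in unconditioned FL2_3 and at 739 to 1412 rpmmm in the other unconditioned libraries. miR-21-5p was at 11137 rpmmm in unconditioned FL1_2 and at 4643 to 6371 rpmmm in the others. miR-26a-5p was at 72727 rpmmm in the same library and at 36086 to 52586 rpmmm in the others.

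Of 447 miRNAs, 2 had a change between the media that differed between the FL sets in an interaction test with edgeR. miR-139-3p (adjusted p = 0.011) was at 76.8 rpmmm in conditioned and 103 rpmmm in unconditioned medium in FL1, at 3.02 and 155 rpmmm in FL2, where the conditioned libraries held 6 counts, and at 54.6 and 144 rpmmm in FL3 (n = 3 libraries each, 2 for unconditioned FL3). miR-338-5p (adjusted p = 0.011) was at 100.0 rpmmm in conditioned and 25.8 rpmmm in unconditioned medium in FL1, at 172 and 0.077 rpmmm in FL2, where the unconditioned libraries held 1 count, and at 143 and 4.65 rpmmm in FL3.

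The primate-specific cluster C19MC on chromosome 19, which is active in placenta and next to the miR-371-373 cluster, is not discussed in the paper. Of its 67 miRNAs in the table, 17 had a count and 0 passed the filter for testing. They summed to 377 counts in conditioned medium, in 6 of 9 libraries, and to 23 counts in unconditioned medium, in 1 of 8 libraries. In conditioned medium miR-517a-3p and miR-517b-3p had 26 counts each, and miR-518a-5p and miR-527 had 27 each. The sum may therefore hold the same reads more than once. The 23 counts were all of miR-520f-5p in unconditioned FL2_2, and the largest sum was 176 counts in conditioned FL1_3.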

How the results depend on the processing

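The alternatives were set before the data were examined, apart from DESeq2 with filtering at 0.1, DESeq2 on the miRNAs tested with edgeR and permutation within FL labels. Over 41 alternatives the log2 FC of miR-192-5p was 3.89 to 6.29 (adjusted p from 6.4e-47 to 0.00031 with edgeR or DESeq2). Over 31 alternatives its rpmmm ratio was 22.1 to 78.2. The exact permutation p of this ratio, unadjusted, ran from 4.1e-05, the smallest possible, to 0.0078, the smallest for 8 pairs. Both measures were always past their threshold. Merging repeated names was not run, since each miRNA name stands once in the table. With each library left out in turn, 117 to 152 miRNAs were higher and 52 to 83 lower, the log2 FC of miR-192-5p was 4.37 to 4.61 and its ratio 31.3 to 39.8. Libraries that share FL label and number correlated little across media (r of −0.064 to 0.250, over 0.1 in 3 of 8, all FL1), so they were not treated as pairs, and with label and number as a block 135 were higher and 79 lower, with a paired ratio of 30.5. The FL1 libraries resembled each other within a medium (r of 0.311 to 0.744 conditioned, 0.284 to 0.401 unconditioned), so FL1 stands apart as a set and libraries are not freely exchangeable. With FL as a block 137 were higher and 77 lower, and with the conditions permuted within FL labels alone the ratio of 36.4 and the silhouette of the clustered libraries (17 of 17 by condition) had p = 0.00025 each, the smallest of 4000 exact permutations.

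The count of miRNAs higher stayed within 1.5 times of 133 in 35 of 41 alternatives. It was 208 with the erythroid miRNAs as library size, 557 without the low-count filter, 253 with DESeq2 at alpha 0.05, 277 with DESeq2 at a false discovery rate of 10%, 202 with libraries summed by number and 252 with DESeq2 filtered at 0.1, the last added after seeing the data. The count lower stayed within 1.5 times of 64 in 35 of 41. It was 20 with library size only, 134 with the upper quartile, 1 with the erythroid miRNAs as library size and 125 without the filter. With glmTreat, whose null covers smaller changes, it was 16. Without the libraries numbered 1 it was 33, against 43 without those numbered 2 and 68 without those numbered 3. Without the filter more miRNAs are tested. With library size only, the median log2 FC of the 64 called lower with TMM went from −1.40 to −0.94, across the fold required for a call. For the remaining changes the cause was not tested. With 1 minus the Pearson correlation 10 of 17 libraries clustered by condition, while the other 7 alternatives gave 17. The miRNAs detected fell to 357 when a count was needed in every library of a condition and to 678 with at least 5 counts in 3 libraries, both stricter by construction. Of 14 lists, 8 passed camera, and 0 with an estimated correlation. With an estimated correlation and another setting, these passed: the pluripotency clusters with the block (adjusted p = 0.021), DLK1-DIO3 with the erythroid scaling (0.013), and without the filter the intestinal, miR-200 and pluripotency lists (0.0046 each), the miR-183 cluster (0.019), vascular and stromal (0.021), leukocyte (0.043) and let-7 (0.043).

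Among the lists, 55 results were the same, 2 passed and 8 no longer passed the test, and 5 changed sign. The median log2 FC of the miR-17-92 list became 0.0065 with DESeq2 size factors and 1.24 with the erythroid scaling, under which liver and striated muscle became 0.78, let-7 0.0096 and the neuronal list 0.41. Among named miRNAs, 617 results were the same, 43 passed, 38 no longer passed and 22 changed sign. With the erythroid scaling the log2 FC became 0.012 for miR-451a, 0.19 for miR-26a-5p, 0.35 for miR-191-5p, 0.17 for let-7a-5p, 0.27 for miR-10b-5p, 1.24 for miR-20a-5p, 0.82 for miR-93-5p, 0.39 for miR-106b-5p, 0.13 for miR-144-5p, 0.49 for miR-122-5p, 0.10 for miR-122-3p, 0.017 for let-7f-5p, 0.12 for let-7g-5p and 0.0021 for let-7b-5p, a scaling that sets the erythroid miRNAs themselves near 0. miR-20a-5p became 0.0065 with DESeq2 size factors and with DESeq2 at alpha 0.05, 0.46 with library size only and 0.0099 without FL3. With library size only miR-93-5p became 0.049, with the upper quartile miR-92a-3p became −0.45 and miR-1-3p −0.24, and without the filter miR-92a-3p became −0.011, and the cause was not tested. At 604448 counts in the shallowest library, miRNAs under a few counts per library were not testable.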

Differences from the paper's values

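The paper's number of miRNAs in its differential expression analysis was 716, and 447 miRNAs were tested here after the low-count filter of edgeR. Of 39 alternatives set before the data were examined, the 5 within 1.5 times of the paper's number were DESeq2 at alpha 0.05 with 716, DESeq2 at a false discovery rate of 10% with 734, libraries summed by FL label with 582, libraries summed by number with 620 and without FL2 with 491, and the other 34 were not. With DESeq2 at alpha 0.05 the 716 miRNAs were those of the paper's Supplementary Table 6.

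The paper's number of miRNAs higher in conditioned medium was 252, and 133 were called higher here at the thresholds of log2 FC and adjusted p that the paper states. Of the paper's 252, 146 were tested here and 133 of them called, 106 did not pass the filter, and 0 miRNAs were called higher here alone. Of 39 alternatives set before the data were examined, the 5 within 1.5 times of the paper's number were DESeq2 at alpha 0.05 with 253, DESeq2 at a false discovery rate of 10% with 277, the erythroid miRNAs as library size with 208, libraries summed by FL label with 181 and libraries summed by number with 202, and the other 34 were not. DESeq2 at alpha 0.05 called all 252 of the paper's and miR-548aq-5p, whose adjusted p was 0.04997 here and 0.05000 in the paper's table, and it called the paper's 74 lower. DESeq2 with filtering at 0.1 and calls at an adjusted p under 0.05, chosen after seeing the values, gave 252 higher and 74 lower and dropped 0 of the paper's calls. edgeR without the low-count filter called 221 of the paper's 252.

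The paper's number of miRNAs lower was 74, of which 70 were tested and 59 called here, and 5 of the 64 called here were not among the paper's. For miR-20a-5p the paper's log2 FC was 0.0065 and the value here −0.068, neither past the threshold. It had the paper's sign within the standard error with DESeq2 size factors in edgeR (0.0065), without FL3 (0.0099) and with DESeq2 at alpha 0.05 (0.0065), and differed in the other 7 alternatives set before the data were examined. The other 72 named miRNAs had the same sign in the paper's table, with a largest difference of 0.37 over the 73. The means per condition in the paper's Supplementary Table 6 are on another scale than rpmmm, with the paper's 216628 and 8575 for miR-192-5p, while the rpmmm in the paper's text match those here.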

Other observations

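In this part all tests of explanations were chosen after the result was seen, apart from that of miR-192-5p against the miR-200 family, while the lists were set in advance. Among the HOX cluster miRNAs, which pattern the body axis, 2 of 7 were higher, also when adjusted over the list alone, and 0 lower, against 5 higher with library size only or with the erythroid scaling and 1 lower with the upper quartile, with a median log2 FC of 0.64 (camera adjusted p = 0.31, adjusted p = 0.437 with an estimated correlation). miR-196a-5p was at 1397 ± 882 rpmmm (SD, n = 9) in conditioned and at 34.5 ± 16.7 rpmmm (SD, n = 8) in unconditioned medium, and miR-615-3p had a log2 FC of 6.78, while miR-10b-5p had a log2 FC of −0.94 (adjusted p = 0.011 from edgeR), short of a call, and 0.27 with the erythroid miRNAs as library size. In the neuronal list 2 of 9 were higher and 1 lower, also over the list alone, against 3 and 0 with library size only or the erythroid scaling, with a median log2 FC of −0.86 that was 0.41 with the erythroid scaling (camera adjusted p = 0.66, adjusted p = 0.657 with an estimated correlation). The 2 higher were miR-9-5p, a neural miRNA, with a log2 FC of 2.02 (SE 0.41, adjusted p = 0.0003 from edgeR), and miR-138-5p with a log2 FC of 2.79 (SE 0.57, adjusted p = 0.00027 from edgeR), and the 1 lower was miR-218-5p with a log2 FC of −1.37 (SE 0.38, adjusted p = 0.005 from edgeR).

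Of 7 liver and striated muscle miRNAs 1 was higher, miR-133a-3p of muscle with a log2 FC of 2.27 (SE 0.42, adjusted p = 0.00011 from edgeR), and 1 lower, miR-122-3p of liver with −1.004 (SE 0.37, adjusted p = 0.025 from edgeR) that was 0.10 with the erythroid scaling. The median log2 FC of this list was −0.68, and 0.78 with the erythroid scaling (camera adjusted p = 0.62, adjusted p = 0.614 with an estimated correlation), with the same counts over the list alone, against 3 higher and 0 lower with the erythroid scaling. Of 21 miRNAs of miR-17-92 and paralogs, a proliferation cluster, 1 was higher, miR-92a-1-5p with a log2 FC of 1.98, and 1 lower, miR-363-3p with −1.37, and 0 in either direction when adjusted over the list alone, against 13 higher with the erythroid scaling and 7 lower with the upper quartile, with a median log2 FC of −0.07 that was 0.0065 with DESeq2 size factors, 0.46 with library size only and 1.24 with the erythroid scaling (camera adjusted p = 0.22, adjusted p = 0.569 with an estimated correlation). Of 4 miRBase entries that overlap other RNA fragments 2 were higher, also over the list alone, with a median log2 FC of 1.65 (camera adjusted p = 0.29, adjusted p = 0.377 with an estimated correlation). With library size only 3 were higher, at a median of 2.25, and with the erythroid scaling 4, at 3.13. The 2 higher with TMM were miR-1246, at 2720 ± 1846 rpmmm (SD, n = 9) against 372 ± 229 rpmmm (SD, n = 8), and miR-1290 with a log2 FC of 1.68 (SE 0.34, adjusted p = 0.0003 from edgeR).

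The counts of 133 miRNAs higher and 64 lower were reached by 1 of 100 splits of the libraries each, the real one. The highest count in the other splits was 1, which argues against no difference at all between the media if libraries are exchangeable. Every other split held libraries of both media in each group. Differences between the media then add to the spread within groups and keep the counts low. The splits thus give no separate support to the count lower. These splits ignored the FL labels, and the counts were not permuted within FL labels.

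The 64 miRNAs lower in conditioned medium could be an unchanged serum background diluted by miRNAs of Caco-2 cells. Dilution alone comes to −0.40 on the log2 scale for the share outside the miRNAs called higher, without TMM scaling. With library size only, the nearest scale to this, the median log2 FC of the 64 was −0.94 (SD 0.42 over the 64). This is a larger fall than dilution alone gives, but the 64 were selected for being lower, so their size does not decide it. Against pure dilution, the log2 ratio to the erythroid miRNAs differed by −0.60 for the leukocyte list (adjusted p = 0.042) and by −0.61 for the vascular and stromal list (adjusted p = 0.041) (exact permutation, over 5 groups, and 0.016 and 0.020 with the conditions permuted within FL labels), with negative differences in FL1, FL2 and FL3. Summed over the 64, this difference was −0.24 (exact permutation p = 0.245, and −0.66, −0.22 and 0.17 in FL1, FL2 and FL3), which met the bound written for dilution, but dilution is left open for the rest of the 64, a reading adopted after the values of both lists had been seen, with −0.19 for the DLK1-DIO3 cluster and −0.01 for let-7, for which the FL sets went in opposite directions (−0.79, 0.18 and 0.59 in FL1, FL2 and FL3). With library size only, which moves all miRNAs of a library alike, 20 of the 64 remained, because their median log2 FC went from −1.40 (SD 0.41 over the 64) with TMM to −0.94 (SD 0.42), across the fold required for a call, while all 64 stayed below 0, so the count depends on the scaling and the direction did not change between these 2 scalings. Unequal loss or uptake of serum EVs in culture stays open as a biological explanation and was not tested. Conditioned medium also differed by incubation and frozen storage, and their effect was not tested.

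miR-192-5p varied among the conditioned libraries, with an SD of 1.02 in log2 rpmmm. A varying share of serum miRNAs may account for much of it, since the SD of its log2 ratio to the summed miR-200 family was 0.50, or 0.489 of the former and barely inside the bound, and 0.37 to the pluripotency clusters, 0.31 to miR-194-5p and 0.30 to miR-215-5p. The FL sets differed in its log2 rpmmm (exact permutation p = 0.032, means of 14.9, 16.8 and 16.7 in FL1, FL2 and FL3) and in its log2 ratio to the pluripotency clusters (exact permutation p = 0.014), but its log2 ratios to the miR-200 family (p = 0.179), miR-194-5p (p = 0.179), miR-215-5p (p = 0.318) and the erythroid miRNAs (p = 0.054) did not pass, none of them adjusted for the 6 measures, so a difference between the sets may contribute to the spread. FL1 was also the deepest set in conditioned medium, so depth and set cannot be told apart. What FL stands for is not given in the sources used here, so a biological difference between the sets was not tested.

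EVs from unconditioned medium held miR-192-5p at 2.74% of its rpmmm in conditioned medium. Carry-over of reads from conditioned libraries would bring the stem cell miRNAs in the same proportion, but the summed pluripotency clusters were at 0.635%, miR-483-5p at 0.725% and miR-200c-3p at 0.789%. The summed clusters would allow 23.1% of the miR-192-5p in unconditioned medium (8.82% to 38.3% by library) as carry-over, and miR-371a-5p of these clusters, at 0.052%, would allow less, which argues against carry-over as the whole cause. miR-194-5p was at 4.31% and miR-215-5p at 1.21%. miR-192-5p of the serum itself stays open, and was not tested without a bovine reference.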
